# The BRD9/7 Inhibitor TP-472 Blocks Melanoma Tumor Growth by Suppressing ECM-Mediated Oncogenic Signaling and Inducing Apoptosis

**DOI:** 10.3390/cancers13215516

**Published:** 2021-11-03

**Authors:** Lawrence David Mason, Suresh Chava, Kiran Kumar Reddi, Romi Gupta

**Keywords:** melanoma, epigenetic regulators, extracellular matrix, bromodomain, chromatin

## Abstract

**Simple Summary:**

Melanoma is an aggressive form of skin cancer and the leading cause of skin cancer-related deaths. Current therapies, including those targeting oncogenic pathways and immunotherapies, provide therapeutic benefits to only a subset of melanoma patients. Therefore, more options for therapeutic interventions are needed. Epigenetic alterations play an important role in tumor development and progression. In this study, we identified that TP-472 a small molecule inhibitor of BRD7/9 blocks melanoma tumor growth in cell cultures and in mouse models of melanoma growth. Further studies revealed that TP-472 downregulates cancer-promoting signaling pathways and induces cell death. Thus, this study identifies TP-472 as a potentially useful therapeutic agent for melanoma therapy.

**Abstract:**

Melanoma accounts for the majority of all skin cancer-related deaths and only 1/3rd of melanoma patients with distal metastasis survive beyond five years. However, current therapies including BRAF/MEK targeted therapies or immunotherapies only benefit a subset of melanoma patients due to the emergence of intrinsic or extrinsic resistance mechanisms. Effective treatment of melanoma will thus require new and more effective therapeutic agents. Towards the goal of identifying new therapeutic agents, we conducted an unbiased, druggable epigenetic drug screen using a library of 32 epigenetic inhibitors obtained from the Structural Genome Consortium that targets proteins encoding for epigenetic regulators. This chemical genetic screening identified TP-472, which targets bromodomain-7/9, as the strongest inhibitor of melanoma growth in both short- and long-term survival assays and in mouse models of melanoma tumor growth. Mechanistically, using a transcriptome-wide mRNA sequencing profile we identified TP-472 treatment downregulates genes encoding various extracellular matrix (ECM) proteins, including integrins, collagens, and fibronectins. Reactome-based functional pathway analyses revealed that many of the ECM proteins are involved in extracellular matrix interactions required for cancer cell growth and proliferation. TP-472 treatment also upregulated several pro-apoptotic genes that can inhibit melanoma growth. Collectively, our results identify BRD7/9 inhibitor TP-472 as a potentially useful therapeutic agent for melanoma therapy.

## 1. Introduction

Melanoma is the deadliest form of skin cancer, accounting for 85% of all skin cancer–related deaths [1]. The five-year survival rate for melanoma with distal metastasis is below 30% [2]. Previous genome-scale sequencing studies have identified mutations in a number of genes involved in the initiation and progression of melanoma, including *BRAF* (50%), *NRAS* (20–30%), neurofibromin 1 (*NF1*) (10–15%), and cyclin-dependent kinase inhibitor 2A (*CDKN2A*) (20–40%) [3]. Current therapies for advanced melanoma include several clinically approved BRAF inhibitors (BRAFi; e.g., vemurafenib, dabrafenib) in combination with MEK inhibitors (MEKi; e.g., trametinib) [4,5]. Although BRAFi/MEKi combination treatments produce impressive initial clinical responses in a subset of *BRAF*-mutant advanced melanoma patients, resistance to treatment rapidly emerges within a few months, rendering the therapy ineffective [6,7]. Similarly, advanced melanoma patients can develop either intrinsic or acquired resistance to various immunotherapies following the initial response [8]. Therefore, additional new therapeutic approaches are necessary for treating advanced melanoma.

Epigenetic regulators have been shown to play an important role in both normal and cancer cells [9]. In particular, epigenetic regulators influence multiple aspects of tumorigenesis which includes regulating the expression of tumor suppressor genes and oncogenes, modulating signaling pathways resulting in enhanced cancer growth, invasion, and metastases [10]. They have also been associated with drug resistance and predicting response to the treatment [11]. Therefore, targeting epigenetic regulators can be used as an alternative cancer therapy [10]. Based on this rationale, several drugs targeting epigenetic regulators have received approval for clinical use [12].

Guided by these previous observations and successful clinical translation of drugs targeting epigenetic regulators we performed a chemical genetic screen in BRAF mutant melanoma cells. Our goal was to identify a candidate epigenetic regulator targeting drug that could effectively inhibit the growth of BRAF mutant melanoma cells. To do so, we used a library of 32 small molecule inhibitors obtained from the Structural Genome Consortium (SGC) targeting protein products of genes encoding epigenetic regulators. This chemical genetic screening identified TP-472, a small molecule inhibitor of bromodomain-7/9 (BRD7/9) as the strongest inhibitor of BRAF mutant melanoma cell growth in both short- and long-term survival assays, as well as in a human melanoma cell line xenograft-based mouse model of melanoma tumor growth. We observed that BRD7/9 are overexpressed in melanoma patient samples at both the mRNA and protein levels, and their overexpression is associated with a poor prognosis. Additionally, we performed mRNA sequencing analyses to elucidate the mechanism by which TP-472 inhibits the growth of melanoma cells. These analyses revealed that TP-472 treatment leads to reduced extracellular matrix (ECM)-mediated oncogenic signaling and increased apoptosis that promotes inhibition of melanoma growth. Collectively, our results identify TP-472 as a potentially useful candidate drug for melanoma therapy.

## 2. Materials and Methods

### 2.1. Cell Culture

The melanoma cell lines SKMEL-28, A375, A2058, and M14 were purchased from the American Type Culture Collection and grown as recommended. Cells were maintained in a humidified atmosphere of 5% CO_2_ at 37 °C in Dulbecco’s modified Eagle medium (Life Technologies, Carlsbad, CA, USA) or Roswell Park Memorial Institute 1640 medium (Life Technologies), each supplemented with 10% fetal bovine serum (Life Technologies) and 1% penicillin/streptomycin (Life Technologies).

### 2.2. Chemical Genetics Screen Using Small Molecule Inhibitors Targeting Specific Epigenetic Regulators

The screen was performed using the Structural Genome Consortium’s epigenetic chemical probe inhibitor library (Cat. No. 17525), targeting 32 genes encoding epigenetic regulators, obtained from Cayman Chemical. All of the inhibitors were dissolved in DMSO to prepare 10 mM stocks. The inhibitors and their targets are listed in Table S1. M14 and SKMEL-28 cells were seeded in 96-well plates (1 × 10^3^) and treated with different doses of small molecule inhibitors (listed in Table S1) or DMSO as a control. After five days of treatment with the inhibitors, cell viability was evaluated using the MTT assay.

### 2.3. Chemical Inhibitors

All inhibitors were purchased from Cayman chemicals and dissolved for cell culture work as well as in vivo experiments as suggested in the datasheet. Information regarding the inhibitors is shown in Table S1. Treatment conditions are described in the corresponding figure legends.

### 2.4. Analysis of mRNA Expression Using Patient-Derived Melanoma Samples

Datasets for gene expression in melanoma and normal skin samples were identified via a search of the Oncomine cancer profiling database. The Talantov dataset was used in the present study [13] and includes 45 cutaneous melanoma samples and seven normal skin samples analyzed using a Human Genome U133A array. Relative expression and their significance are shown. The Riker dataset includes 40 metastasis samples and 16 primary-site samples from 87 patients analyzed on a Human Genome U133 Plus 2.0 Array [14]). The Xu dataset includes 12 stage 1, 11 stage II, and 3 stage II samples analyzed on a Human Genome U133A Array [15]. To analyze the correlation of the mRNA expression levels of BRD7 and ECM genes, we downloaded their expression data from the Talantov melanoma dataset [13]. We then calculated the Pearson correlation coefficients for each dataset using GraphPad Prism, version 9.0 for Macintosh (GraphPad Software, San Diego, CA, USA; www.graphpad.com accessed on 6 October 2021).

### 2.5. Protein Expression Analysis of Patient-Derived Melanoma Samples from the Human Tissue Atlas Dataset Using Immunohistochemistry (IHC)

The Human Protein Atlas is a publicly available database containing millions of high-resolution images showing the spatial distribution of proteins detected with 15,598 different antibodies (release 9.0, November 2011) in 46 different normal human tissue types and 20 different cancer types, as well as 47 different human cell lines. Samples containing normal and cancerous tissue were collected and paraffin-embedded following approval by the local ethics committee. Each antibody listed in the database was used for IHC staining of both normal and cancerous tissue. The Human Tissue Atlas Dataset was used to calculate the three-year survival high and three-year survival low rates for patients based on epigenetic regulator expression.

### 2.6. RNA Sequencing and Data Analysis

A375 cells were treated with vehicle control (DMSO) or 5 μM or 10 μM TP-472 for 24 h, after which total RNA was extracted for analysis of gene expression on an Illumina HiSeq 2500 system. Total RNA was extracted using TRIzol^®^ reagent (Invitrogen, Waltham, MA, USA) according to the manufacturer’s instructions and purified using RNAeasy mini columns (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Finally, mRNA was purified from approximately 500 ng of total RNA using oligo-dT beads and sheared by incubation at 94 °C. Following first-strand synthesis with random primers, second-strand synthesis was performed with dUTP to generate strand-specific libraries. The resulting cDNA libraries were then end-repaired and A-tailed. Adapters were ligated, and second-strand digestion was performed using uracil-DNA-glycosylase. Indexed libraries that met appropriate cutoffs for both were quantified by qRT-PCR using a commercially available kit (KAPA Biosystems, Wilmington, MA, USA). The insert-size distribution was determined using LabChip GX or an Agilent Bioanalyzer. Samples with a yield ≥0.5 ng/μL were sequenced on an Illumina HiSeq 2500 system. Images were converted into nucleotide sequences using the base-calling pipeline RTA 1.18.64.0 and stored in FASTQ format.

### 2.7. MTT Assay

For MTT assays, 1 × 10^3^ cells in a 100 µL volume were aliquoted to triplicate wells in 96-well plates. After 24 h, inhibitor samples were prepared at a range of concentrations in 100 µL of medium and added to the cells. Cells were treated with inhibitors for five days, after which cell viability was evaluated by adding 20 µL of 5 mg/mL MTT dissolved in 1× phosphate-buffered saline to each well and incubating for 1 h at 37 °C. The MTT solution was then gently removed, and 100 µL of dimethyl sulfoxide (DMSO) was added to each well. After mixing each well by repeated pipetting, the absorbance was measured at 590 and 630 nm. The average absorbance was calculated for both wavelengths, and then the measurement value at 630 nm was subtracted from that at 590 nm. Relative cell survival was plotted relative to vehicle-treated control cells.

### 2.8. Clonogenic Assay

The clonogenic capacity of cells was assayed following treatment with JQ1, GSK343, and TP-472 at concentrations of 5 μM and 10 μM. For clonogenic assays, a total of 1000 cells (A375, SKMEL-28, M14, and A2058) were seeded in triplicate wells of a 6-well plate and incubated for 24 h, at which time the cells were treated with vehicle or inhibitor. After 3–4 weeks, colonies were fixed using a fixing solution containing 50% methanol and 10% acetic acid and then stained with 0.05% Coomassie blue (Sigma-Aldrich, St. Louis, MO, USA). The relative number of colonies was calculated by first counting the number of colonies for each sample and then plotting the average number of colonies counted for triplicate wells under the indicated conditions.

### 2.9. Mouse Tumorigenesis Experiment with TP-472 Treatment

A375-MA2 (5 × 10^6^) cells were then injected subcutaneously into male five- to six-week-old NSG mice (Jackson Laboratory, Bar Harbor, ME, USA, stock No. 005557). We used six animals in each group. Tumor volume was measured weekly. Tumor size was calculated using the following formula: length × width^2^ × 0.5. When the tumor volume reached approximately 80–100 mm^3^, vehicle (0.5% methyl cellulose in water) or TP-472 (20 mg/kg body weight) was administered intraperitoneally every other day until the end of the experimental period. At the end of the experiment, tumor volume was measured, mice were sacrificed and the images of the tumors were captured. All protocols were approved by the University of Alabama, Birmingham, Institutional Animal Care and Use Committee. The ASP# for this study is IACUC-21684. To calculate *p*-values we used a non-parametric Student’s test. The Student’s *t*-test is a standard approach for calculating *p*-values.

### 2.10. Apoptosis Assays

Melanoma cells (A375, SKMEL-28, M14, and A2058) were seeded at a density of 3 × 10^3^ cells/well in 75 µL of medium in white TC-treated clear-bottom 96-well plates (Costar, Corning, NY, USA, Cat. No. #3610) and incubated for 24  h at 37 °C, 95% relative humidity, and 5% CO_2_. The cells were then treated with vehicle (DMSO) or 10 µM TP-472 for 48 h, followed by immediate addition of Real Time-Glo Annexin V apoptosis reagent (Promega Corp., Madison, WI, USA, Cat. No. # JA1011). Luminescence was monitored using a Biotek Synergy MX Multi-Format Microplate Reader.

### 2.11. Soft Agar Assay

For the soft agar assay, 2 × 10^3^ A375 cells were seeded into a 0.4% soft agar layer. After 24 h, the cells were treated with various concentrations of TP-472 as indicated in the figure. After two–three weeks, images of colonies formed in the soft agar were taken using an inverted light microscope. The colonies were stained with 0.005% crystal-violet solution and counted. The average colony area of each sample was calculated using Image J software (NIH, Bethesda, MD, USA) and plotted. Each experiment was repeated at least twice.

### 2.12. Immunoblot Analysis

Whole-cell protein extracts were prepared using RIPA lysis buffer (Pierce) containing Protease Inhibitor Cocktail (Roche, Basel, Switzerland) and Phosphatase Inhibitor Cocktail (Sigma-Aldrich). The protein concentration was estimated using a Bradford Assay kit (Bio-Rad, Hercules, CA, USA). Proteins were resolved on 6%, 8%, 10%, or 15% polyacrylamide gels and transferred to PVDF membranes using a wet transfer apparatus from Bio-Rad. The membranes were blocked with 5% skim milk and probed with primary antibodies followed by the appropriate ECL-grade secondary HRP-conjugated antibody (GE Healthcare, Chicago, IL, USA). The blots were developed using the Supersignal Pico or Femto Reagent (Pierce Biotechnology, Waltham, MA, USA), as necessary. The details of the antibodies are provided in Table S2.

### 2.13. Matrigel Invasion Assay

Invasion assays were performed in BioCoat Growth Factor Reduced Matrigel Invasion Chambers (Cat #354483, BD Biosciences, Franklin Lakes, NJ, USA), using A375 cells under different treatment conditions. Cells were serum-starved for 6 h, and then 5 × 10^4^ cells/insert were seeded in triplicate in the top chamber containing a low-serum medium. Cells were incubated for 20 h to allow invasion toward the serum-rich medium in the bottom well. The number of cells invading the Matrigel was quantified by DAPI staining and imaging; 8–12 fields per membrane were counted, and quantification of nuclei was performed using ImageJ software. Each experiment was repeated at least three times.

### 2.14. Wound Healing Assay

A375 cells were seeded at a density of 2 × 10^5^ cells per well and grown in 6-well plates until confluent. A scratch was then created using a sterile 10-µL pipette tip. Cells were then either treated with DMSO or TP-472 and cell migration into the wound was monitored at 0 and 24 h using light microscopy. Quantification of wound healing was performed using ImageJ software. Each experiment was repeated at least three times.

### 2.15. Statistical Analyses

All experiments were conducted with at least three biological replicates. Results for individual experiments are expressed as the mean ± standard error of the mean (SEM). Statistical analyses of tumor progression in mice were performed using the area under the curve method in GraphPad Prism, version 9.0 for Macintosh (GraphPad Software, San Diego, CA, USA; www.graphpad.com accessed on 6 October 2021). *p*-values for the remaining experiments were calculated using the two-tailed unpaired Student’s *t*-test in GraphPad Prism, version 9.0 for Macintosh (GraphPad Software). In figures, ns, *, **, ***, and **** indicate non-significant *p*-value, *p* < 0.05, <0.01, <0.001, and <0.0001, respectively. BioRender software tool was used for drawing images presented in the manuscript.

## 3. Results

### 3.1. New Drug Candidates for BRAF-Mutant Melanoma Therapy Identified by Chemical Genetic Screening Using Small-Molecule Inhibitors of Epigenetic Regulators

Epigenetic regulators play an important role in tumor growth and metastasis [9,16]. Therefore, to determine if targeting these epigenetic regulators will have an effect on BRAF-mutant melanoma growth, we conducted a chemical genetics screen using the Structural Genome Consortium’s epigenetic chemical probe library, containing 32 small molecule inhibitors targeting proteins encoding epigenetic regulators (Table S1). We first tested the effect of these inhibitors on the short-term survival of BRAF mutant melanoma cells using the MTT assay. To do so, two different BRAF mutant melanoma lines (M14 and SKMEL-28) were treated with increasing concentrations of the 32 inhibitors for five days, after which cell survival was assessed (Figure 1A). A total of eight inhibitors targeting epigenetic regulators significantly inhibited melanoma cell survival (Table S3). JQ1, which targets the BET family of BRD proteins (which includes BRD2, BRD3, and BRD4), effectively inhibited the growth of both the melanoma cell lines even at the lower concentrations (Figure 1B). TP-472 (targeting BRD7/9), GSK-J4 (targeting KDM6A/B), GSK343 (targeting EZH2), UNC1999 (targeting EZH2/1), NVS-CERCR-1 (targeting CECR2), OF1 (targeting BRPF1/2/3; BRPF1B), and UNCO642 (targeting EHMT2) effectively inhibited the growth of both the BRAF mutant melanoma cell lines at 5 and 10 µM concentrations (Figure 1C–I). Thus, this screen identified eight out of the 32 small molecule inhibitors that effectively inhibited the survival of both BRAF mutant (M14 and SKMEL-28) melanoma cell lines.

### 3.2. Several Epigenetic Regulators Are Overexpressed in Samples from Melanoma Patients

After identifying the inhibitors that effectively inhibited the survival of melanoma cell lines, we next asked whether the target epigenetic regulators of these inhibitors are overexpressed in melanoma patient samples. To know that we evaluated the expression of the target epigenetic regulators in melanoma patient samples as compared to normal skin samples. Our analysis of publicly available Talantov melanoma datasets revealed that only EZH2, BRD7/9, BRD2/3/4, BRPF1, EHMT2, and KDM6B were significantly overexpressed at the mRNA level in patient melanoma tissue samples as compared to the normal skin samples (Figure 2A,B). We further investigated whether the proteins levels were also elevated and consistent with the mRNA levels for these epigenetic regulators in the Human Protein Atlas dataset. The Human Protein Atlas (HPA) contains gene expression data that includes quantitative transcriptomics data (RNA-Seq) and spatial proteomics data (immunohistochemistry on tissue microarrays). The results of immunohistochemistry analyses of melanoma tissues from the Human Protein Atlas indicated that BRD7, BRD9, BRD4, BRD3, and KDM6B were mostly expressed at >75% level. BRD2 and EZH2 were expressed between >75% and 75%–25% level, whereas BRPF1 was expressed at 75%–25% and <25% level in patient samples. EHMT2 protein expression level was found to be low in-patient samples (Figure 2C). When analyzed for the intensity, expression of EZH2 and BRD4 was found to be strong, and expression of both BRD7 and BRD9 was found to be moderate to strong. KDM6B, BRD2, and BRD3 were moderately to weakly expressed in melanoma samples, whereas weak staining intensity was observed for BRPF1 and EHMT2 in melanoma samples as compared with normal skin tissue indicating that they are significantly expressed at low levels (Figure S1) in melanoma samples. These results further confirmed that many of the targeted epigenetic regulators that significantly inhibited melanoma cell survival are overexpressed in melanoma patient samples and thus can serve as an excellent target for effective melanoma therapy.

### 3.3. Overexpression of Several Epigenetic Regulators Is Associated with Poor Melanoma Prognosis

After confirming that many of the target epigenetic regulators are overexpressed in melanoma patient samples, we next investigated the relationship between the expression of these regulators and melanoma patient survival. Our goal was to identify candidate epigenetic regulators whose overexpression is a predictor of poor prognosis. Examinations of Human Protein Atlas datasets revealed that overexpression of BET family BRD proteins (i.e., BRD2 and BRD3), BRD9, BRD7, and EZH2 were associated with relatively poor three-year survival in melanoma patients. Moreover, the overexpression of EZH2, BRD7, and BRD2 was associated with significantly lowest three-year survival (0%) (Figure 2D). These analyses thus indicated that monitoring the expression of BET family BRD proteins (BRD2 and BRD3), BRD9, BRD7, and EZH2 can be used to distinguish high- and low-risk patients and serve as an independent prognostic factor. These results further suggested that targeting BET family BRD proteins (BRD2 and BRD3), BRD7/9 and EZH2 could have a significant positive impact on melanoma patient survival.

### 3.4. Targeting EZH2, BRD9, and BRD7 Results in Long-Term Inhibition of Melanoma Cell Growth

Our goal was to identify the inhibitor targeting epigenetic regulator suitable for use in treating melanoma patients in clinical settings that could positively impact melanoma patient survival. Therefore, to mimic the clinical scenario, we conducted a long-term clonogenic survival assay using GSK343 (targeting EZH2), JQ1 (targeting BET family BRD proteins-BRD2 and BRD3), TP-472 (targeting BRD7/9) using multiple BRAF mutant melanoma cell lines (M14, SKMEL-28, A375, and A2058). As shown in Figure 3A, JQ1 effectively inhibited the growth of melanoma cells at much lower concentrations as compared with the other candidates, consistent with the results obtained from the short-term survival assay using MTT. At a concentration of 10 µM, GSK343 effectively suppressed the growth of multiple melanoma cell lines. TP-472 also strongly inhibited the long-term survival of multiple melanoma cell lines at concentrations of 5 and 10 µM. A previous mouse model study demonstrated that inhibition of EZH2 using small-molecule inhibitors blocks melanoma growth and metastasis [17]. Inhibitors targeting EZH2 also induce the re-expression of tumor suppressors associated with enhanced patient survival [17]. Past studies have also revealed that JQ1 can be used to treat vemurafenib-resistant melanoma cells [18] and that BET inhibitors effectively suppress melanoma progression via the noncanonical NF-κB/SPP1 pathway [19]. However, information regarding the role of TP-472 in melanoma therapy remains limited. Therefore, we chose to investigate the role of TP-472 in melanoma and determine if TP-472 represents a new candidate drug for melanoma therapy.

### 3.5. TP-472 Inhibits Melanoma Tumor Growth In Vivo in Melanoma Xenograft Mouse Model

Based on the results described above, we next examined whether TP-472 inhibits the growth of melanoma cells in vitro using a soft agar assay, which is commonly used as a surrogate assay to measure the tumor-forming potential of cancer cells. To this end, we treated the A375 cell line with different concentrations of TP-472 and measured their ability to form colonies in soft agar. The results showed that TP-472 significantly inhibited the growth of A375 melanoma cells in a concentration-dependent manner (Figure 3B,C). Following this result, we further examined whether TP-472 inhibits the growth of melanoma cells in vivo using a mouse xenograft model of melanoma tumor growth. A375-MA2 melanoma cells were injected subcutaneously into the flanks of NSG mice, and tumor growth was monitored in mice treated with either vehicle or TP-472. We observed that the treatment with TP-472 significantly inhibited the subcutaneous tumor growth in mice (Figure 3D,E). These results confirmed that TP-472 effectively blocks melanoma tumor growth both in cell culture as well in in vivo in mice.

Additionally, we also checked whether TP-472 can inhibit metastases in melanoma cells. To do so, we first assessed whether TP-472 target BRD7/9 are overexpressed in metastatic melanoma patient samples in the Riker melanoma dataset [14] and associated with advanced disease stage (stage III) in the Xu melanoma dataset [15]. Our analysis of publicly available melanoma datasets (Riker and Xu melanoma datasets) revealed that BRD7 is significantly overexpressed in metastatic melanoma patient samples as compared to the primary site samples and is also present at higher levels in advanced-stage melanoma patient samples (Figure S2A,B). Based on this result we next tested the effect of TP-472 on cell migration using wound healing assay and invasion using matrigel invasion assay. Both these assays are simple in vitro assays to measure the ability of the cells to migrate and invade. We observed TP-472 significantly inhibited the ability of melanoma cells to invade in a matrigel invasion assay and suppressed their migratory capacity in a wound-healing assay compared to the control DMSO treated cells (Figure 3F,G and Figure S2C,D). These results confirmed that TP-472 effectively blocks melanoma metastasis.

### 3.6. Transcriptome-Wide mRNA Expression Profiling Revealed That TP-472 Treatment Leads to Downregulation of Several ECM Proteins and Upregulation of Pro-Apoptotic Genes

Finally, we examined how TP-472 inhibits melanoma growth and metastases in vitro using cell cultures as well as in vivo in mice. An unbiased, large-scale mRNA expression profiling analysis was conducted on A375 melanoma cells treated with either DMSO or with 5 µM or 10 µM TP-472 for 24 h. 

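A375 is a human melanoma cell line with a mutation in BRAF, and TP-472 is a small molecule inhibitor of the bromodomain proteins BRD9 and BRD7. The mRNA profiling covered 9 libraries, 3 each from cells treated with DMSO, 5 µM TP-472 and 10 µM TP-472 for 24 h. For each library the authors deposited the expected counts of 26475 gene symbols, as estimated by RSEM and not scaled to library size. The RSEM version, aligner, genome build and annotation are not given in the sources used here. The methods describe mRNA purified on oligo-dT beads, whereas the design text of the deposited series describes depletion of ribosomal RNA, and which of them was used could not be settled. The expected counts summed to 50439493, 47997253 and 42483091 in the 3 DMSO libraries, to 47604653, 50204045 and 47779229 at 5 µM and to 47646592, 50587566 and 51298130 at 10 µM. Genes of ribosomal RNA took 8.79% to 10.9% of the counts in DMSO, 10.6% to 16.6% at 5 µM and 8.20% to 19.9% at 10 µM. Between 10.6% and 13.8% of the values in each library were not whole numbers, and all values were rounded to whole numbers before testing. Library sizes were scaled by TMM, genes with low counts were removed with filterByExpr, and the 16417 genes left were tested with edgeR's quasi-likelihood test. Because the study's table gives 1 fold change per gene over both doses, the 6 TP-472 libraries were first compared as 1 group with the 3 DMSO libraries. A gene was called in this pooled comparison at a fold change of at least 1.5 and an unadjusted p under 0.05, the limits within which the values of the study's table lie. Each dose was then compared with DMSO, and 10 µM with 5 µM, in a fit of all 3 groups at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p under 0.05. Where 200 genes were changed 3-fold in counts simulated from these libraries, the pooled comparison recovered 98.0% of them and also called 234 unchanged genes, while the comparisons at 5 µM and 10 µM recovered 84.5% and 85.0% and called 2 and 6 unchanged genes. The library of 10 µM replicate 1 stood apart from the others of its group. Transcript length and GC content accounted for 26.55% of the variance across genes of its deviation from its group, against 16.6% and 17.2% for replicates 2 and 3 at 10 µM, whose deviations include it, and at most 2.53% in any DMSO or 5 µM library, so every comparison was also run without it.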

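In the pooled comparison, 1044 of the 16417 genes tested were upregulated and 1113 were downregulated by TP-472 treatment. With an adjusted p under 0.05 in place of the unadjusted p, 689 genes were upregulated and 884 downregulated. In 20 data sets simulated from these libraries with no effect of either dose, the limits of the pooled comparison called between 184 and 230 genes. Over all 16417 genes, called or not, 5452 (33.2%) had all 6 TP-472 libraries outside the range of the 3 DMSO libraries on the same side, which chance gives for 2.38% of genes. The alternative that moved these counts most was a test against a fold change of 1.5 itself, also at an adjusted p under 0.05. It called 96 genes up and 79 down. Compared separately with DMSO, 5 µM TP-472 upregulated 352 and downregulated 447 genes, and 10 µM TP-472 upregulated 1407 and downregulated 1730 genes. The counts at 5 µM changed when a library was left out. Without 10 µM replicate 1 they were 575 up and 666 down. Leaving out DMSO replicate 1, 2 or 3 gave 218, 197 and 203 genes up, and leaving out DMSO replicate 2 or 3 gave 283 and 285 down. The counts of genes up were alike whichever DMSO library was left out, so they do not point to a particular one. Among the 799 genes called at 5 µM, 735 were also called at 10 µM, and 0 of these changed in opposite directions. In the simulated data without an effect, 0 genes were called at both doses. At most 1 gene was called there at 5 µM and 3 at 10 µM. These data therefore cannot show how much the shared DMSO libraries add to the overlap. Among genes with a mean of at least 1 CPM and no overlap between TP-472 and DMSO libraries, one of the largest rises was that of ATF3, on chromosome 1 from 212565334 to 212620777 of GRCh38 (GENCODE release 29; the build behind the counts is not known). Its expression was 3.37 ± 0.498 CPM in DMSO, 24.9 ± 2.43 CPM at 5 µM and 108 ± 7.45 CPM at 10 µM (SD, n = 3 each), with a pooled log2 fold change of 4.30 (standard error 0.70, adjusted p = 0.00344 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest fall by the same rule was that of ITGA9, on chromosome 3 from 37452115 to 37823514, from 3.16 ± 0.481 CPM in DMSO to 0.216 ± 0.0800 CPM at 5 µM and 0.182 ± 0.0663 CPM at 10 µM (SD, n = 3 each). The pooled log2 fold change of ITGA9 was -3.97 (standard error 0.33, adjusted p = 9.89e-05 from the same test).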

Treatment with TP-472 at either 5 µM or 10 µM resulted in the upregulation of 932 genes and downregulation of 1063 genes (Table S4). The degree of change in expression (both up- and downregulation) was greater in cells treated with 10 µM TP-472 than in cells treated with 5 µM TP-472, indicating that TP-472 affects mRNA expression of its target genes in a concentration-dependent manner. 

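The change in expression was compared between the doses over the 2157 genes called in the pooled comparison, of which 2156 changed in the same direction at both doses. For 1928 of these genes, or 89.4% (exact binomial 95% confidence interval 88.0% to 90.7%, with genes taken as independent), the log2 fold change against DMSO was larger at 10 µM than at 5 µM. The share was 88.8% among the 1044 upregulated genes and 89.9% among the 1113 downregulated genes. The median ratio of the log2 fold change at 10 µM to that at 5 µM was 1.64, with a 95% interval of 1.61 to 1.67. In 20 data sets simulated with equal effects at both doses and the observed spread, drawn independently for each gene, the share lay between 48.3% and 51.1% and the median ratio between 0.992 and 1.01. Over all 799 genes called at 5 µM against DMSO, the share was 82.1% and the ratio 1.44, the lowest of the settings tried. Across all genes, the log2 fold changes at the 2 doses had a Pearson correlation of 0.70, where simulated data without an effect gave 0.463 to 0.529 because both doses are compared with the same DMSO libraries. Tested directly against each other, 10 µM gave higher expression than 5 µM for 233 genes and lower expression for 425 genes. This direct comparison called fewer genes when some libraries were left out. Without 5 µM replicate 1, 2 or 3 it called 118, 121 and 119 genes higher at 10 µM and 272, 258 and 270 lower. These counts were alike whichever 5 µM library was left out, so they do not point to a particular one. Without DMSO replicate 2 it called 155 genes higher. The integrin gene ITGB4, on chromosome 17 from 75721328 to 75757818 of GRCh38, was expressed at 1075 ± 6.53 CPM in DMSO, 608 ± 18.6 CPM at 5 µM and 190 ± 21.8 CPM at 10 µM (SD, n = 3 each). Its log2 fold change from 5 µM to 10 µM was -1.68 (standard error 0.09, adjusted p = 1.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the greater change at 10 µM, the paper concludes that TP-472 affects the mRNA expression of its target genes in a concentration-dependent manner.

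**Figure D1:**
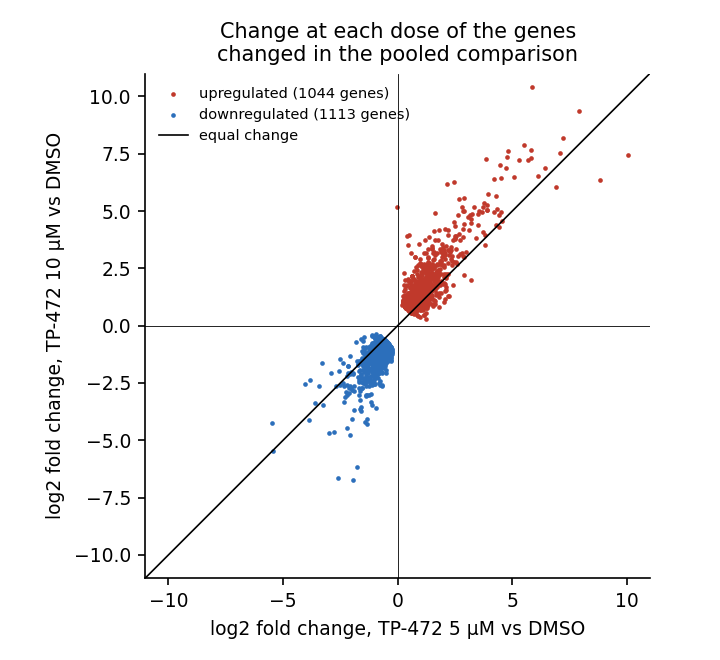
Log2 fold change at 10 µM TP-472 (vertical axis) against that at 5 µM TP-472 (horizontal axis), both against DMSO, for the 1044 upregulated and 1113 downregulated genes of the pooled comparison. Each point is a gene, the diagonal line marks an equal change at both doses, and 89.4% of the genes lie farther from 0 on the vertical axis than on the horizontal axis.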

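The downregulated genes of the pooled comparison were ranked by p, and the top 100 were searched for genes of the collagen, integrin, laminin and matrix metallopeptidase families and for the ECM genes listed in Figure S3. There were 9 such genes among the top 100, namely BGN, COL1A1, COL6A2, COL6A3, ICAM1, ITGA10, ITGA5, ITGA9 and MMP9, and 92 among the other 16317 genes tested, or 0.564% of them. The odds ratio was 17.4 (p = 1.05e-08 from a two-sided Fisher's exact test). With the 4 families alone, whose members do not depend on the study's choice of genes, the top 100 held 7 such genes (two-sided Fisher's exact test, p = 9.12e-07). The families themselves were taken from the paper's text and model of these libraries, so this test is not fully independent of the study. The count of ECM genes lay between 9 and 10 with each library left out in turn, and was 9 when the genes were ranked by fold change instead. BGN, which encodes the proteoglycan biglycan and lies on chromosome X from 153494939 to 153509554 of GRCh38, fell from 88.0 ± 3.49 CPM in DMSO to 18.3 ± 0.923 CPM at 5 µM and 12.0 ± 0.384 CPM at 10 µM (SD, n = 3 each). The pooled log2 fold change of BGN was -2.54 (standard error 0.17, adjusted p = 2.02e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between -2.62 and -2.47 with each library left out in turn. ICAM1 had a pooled log2 fold change of -0.94 (standard error 0.07, adjusted p = 3.79e-05), and 23.6% of its exonic length overlaps genes on the opposite strand. The paper describes strand-specific libraries, and whether the counting used strand is not stated, so reads of those genes are not ruled out.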

Our analysis revealed that many of the top 100 significantly downregulated genes encode ECM proteins (Figure 4A,B). 

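The Reactome gene sets were not used here, and the gene families behind these pathways were tested directly in the fit of all 3 groups, with the mean of both doses compared with DMSO. Each set was tested with camera at a preset correlation of 0.01 between genes, and p-values were adjusted over the 13 sets tested. The 32 tested collagen genes were shifted down (adjusted p = 2.06e-10), with 23 of them lower and a median log2 fold change of -0.43. Over the list alone the adjustment left 15 collagen genes down and 2 up (adjusted over the list alone), against 14 down and 2 up when adjusted over all genes. The 24 integrin genes had a median of -0.61 (adjusted p = 2.62e-07), with 13 genes down and 2 up over all genes tested and 15 down and 5 up when adjusted over the list alone. The 11 laminin genes had a median of -0.30 (adjusted p = 0.0484), with 5 down and 1 up over all genes and 6 down and 1 up when adjusted over the list alone. The laminin call was lost under DESeq2-type size factors (adjusted p = 0.0517), with genes of at least 1 CPM in at least 3 libraries (0.0772), without 5 µM replicate 1 (0.0662), with genes of ribosomal RNA left out (0.0557, an alternative chosen after the data were seen) and at 5 µM against DMSO alone (0.138). The 27 ECM genes of Figure S3, which the study chose from these libraries so that their test is not independent evidence, were all lower with a median of -0.98 (adjusted p = 1.57e-58). Of them, 26 were down over all genes tested and 27 when adjusted over the list alone. The calls of all 4 sets held under fry. With a correlation estimated from the data, those of the collagens (adjusted p = 0.0404), the integrins (0.0134) and the Figure S3 genes (0.000625) held and that of the laminins did not (0.485). The mean log2 expression of each set lay below every DMSO library in all 6 TP-472 libraries. Of the Figure S3 genes, 4 are also collagens, 5 integrins and 1 a laminin.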

Reactome-based functional pathway enrichment analysis revealed that downregulation of several of these ECM protein genes led to significant inhibition of various pro-oncogenic pathways, such as ECM organization, integrin cell surface interaction, collagen formation and degradation, and non-integrin membrane-ECM interactions (Figure 4C,D). 

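In the pooled comparison, 13 of the 32 collagen genes tested were downregulated and 1 was upregulated. The 3 collagen genes with the smallest p were COL1A1, COL6A2 and COL6A3. COL6A3 fell from 61.1 ± 0.745 CPM in DMSO to 14.1 ± 1.82 CPM at 5 µM and 9.25 ± 4.06 CPM at 10 µM (SD, n = 3 each), a log2 fold change of -2.39 (standard error 0.26, adjusted p = 0.000422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COL6A2 and COL1A1 had log2 fold changes of -1.58 (standard error 0.17, adjusted p = 0.000400) and -1.36 (standard error 0.12, adjusted p = 0.000215). The fibronectin gene FN1, on chromosome 2 from 215360440 to 215436172 of GRCh38, was expressed at 782 ± 10.9 CPM in DMSO, 383 ± 11.0 CPM at 5 µM and 139 ± 28.1 CPM at 10 µM (SD, n = 3 each). Its log2 fold change was -1.03 at 5 µM (standard error 0.13, adjusted p = 0.000957) and -2.49 at 10 µM (standard error 0.13, adjusted p = 1.19e-06), and the difference between the doses had an adjusted p of 0.000186. Of the 24 integrin genes, 9 were downregulated and 3 upregulated. ITGA10 and ITGA5 had pooled log2 fold changes of -1.83 (standard error 0.21, adjusted p = 0.000594) and -0.71 (standard error 0.09, adjusted p = 0.00113). The 19 matrix metallopeptidase genes tested did not move together, with 11 higher and 8 lower at a median log2 fold change of 0.14 and a mean of 0.07, while the set test pointed down (adjusted p = 0.492 from camera and 0.00279 from fry). After adjustment, 4 of them were up and 4 down, both over all genes tested and when adjusted over the list alone. Past both limits of the pooled comparison, 2 were upregulated and 2 downregulated. The downregulated genes were MMP9 and MMP2, the latter outside the rule for named genes and chosen after its values were seen, with -0.95 (standard error 0.22, adjusted p = 0.0140) for MMP2. The upregulated genes were MMP1, with a log2 fold change of 1.86 (standard error 0.35, adjusted p = 0.00624), and MMP10, with 2.36 (standard error 0.41, adjusted p = 0.00424) at a mean of 0.396 CPM in DMSO.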

Significantly downregulated ECM proteins that affected ECM-regulated pro-oncogenic pathways included collagens, fibronectins, integrins, and matrix metallopeptidase (Figure 5A). We confirmed the expression of a few downregulated ECM proteins (CCSS, CTSB, COL6A1) identified in the RNA sequencing analysis using immunoblotting (Figure 5B). Many ECM proteins, such as integrins and collagens, are known to play critical roles in supporting tumor structure and matrix rigidity and modulating the tumor microenvironment, which affects many intra- and extracellular signaling pathways [20,21]. Thus, targeting these proteins can impact immunogenicity, tumor growth, and proliferation, as well as therapy response [22,23].

To assess the clinical relevance of ECM genes that were downregulated upon TP-472 treatment, we examined whether these ECM genes are overexpressed in melanoma patient samples in a manner similar to the epigenetic regulator BRD7/9 using the Talantov melanoma dataset. We observed that the expression of several ECM genes was significantly higher in patient-derived melanoma samples compared to the normal skin samples (Figure 5C) and a few of them are also significantly co-expressed with TP-472 target epigenetic regulator BRD7 (Figure S3). Thus, many of these ECM genes can be directly targeted using specific small-molecule inhibitors either alone or in combination with TP-472, to enhance the effectiveness and durability of melanoma therapy (Figure 5C). In sum, these analyses revealed that TP-472 inhibits the expression of several ECM proteins that have been shown to regulate numerous key processes at various stages of tumorigenesis. As such, the expression profiles of ECM-related genes could serve as valuable prognostic factors for many cancers. Even more, the proteins encoded by these genes are already being targeted for effective cancer therapy [24,25].

Large-scale mRNA expression profiling analysis also revealed many pro-apoptotic genes associated with the p53 pathway to be upregulated in melanoma cells treated with TP-472 (Figure 6A,B). This includes BAX, GADD45B, CDKN1A, etc. 

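A list of 30 p53 target genes was written from general knowledge before the expression values were examined, and 29 of them were tested. Many of its genes are also in the paper's heatmaps of genes changed in these libraries, so the test is not fully independent evidence. All 29 were higher after TP-472 treatment, with a median log2 fold change of 1.35 for the mean of both doses against DMSO (adjusted p = 7.71e-71 from camera over 13 sets). All 29 passed an adjusted p under 0.05, both over all genes tested and when adjusted over the list alone, and 27 were upregulated in the pooled comparison. The call of this set held under fry (adjusted p = 5.31e-08) and with a correlation estimated from the data (1.18e-05). The median log2 fold change was 1.02 at 5 µM and 1.57 at 10 µM. In the pooled comparison the 3 genes of the list with the smallest p were SESN1, EDA2R and BTG2. BTG2, on chromosome 1 from 203305491 to 203309602 of GRCh38, rose from 20.9 ± 0.400 CPM in DMSO to 72.3 ± 2.34 CPM at 5 µM and 100 ± 3.74 CPM at 10 µM (SD, n = 3 each). Its pooled log2 fold change was 2.04 (standard error 0.16, adjusted p = 5.75e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SESN1 and EDA2R had pooled log2 fold changes of 1.53 (standard error 0.09) and 1.59 (standard error 0.10), with adjusted p = 2.02e-05 for both. As a family, the 11 tested pro-apoptotic genes of the BCL2 family, which share BAX and BBC3 with the p53 list, did not pass the limit (adjusted p = 0.0617 from camera). Their median log2 fold change was -0.0028 and their mean 0.39, with 5 genes higher and 6 lower, and the test pointed up. Over all genes tested 4 of them were up and 2 down, and 5 were up and 2 down when adjusted over the list alone. Their adjusted p was below 0.05 under fry (0.0143), at 10 µM against DMSO alone (0.0342), with no filter (0.0294), with the trend with transcript length and GC content removed (0.0150), and without 5 µM replicate 2 (0.0459), 5 µM replicate 3 (0.0466) or 10 µM replicate 1 (0.0441), 2 (0.0411) or 3 (0.0468). It was 0.275 with an estimated correlation and 0.138 at 5 µM against DMSO alone.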

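BAX, on chromosome 19 from 48954815 to 48961798 of GRCh38, was expressed at 105 ± 4.88 CPM in DMSO, 228 ± 11.2 CPM at 5 µM and 268 ± 66.6 CPM at 10 µM (SD, n = 3 each). The log2 fold change of BAX was 1.12 at 5 µM (standard error 0.15, adjusted p = 0.00128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.35 at 10 µM (standard error 0.15, adjusted p = 9.63e-05). Its difference between the doses was not larger than the spread between libraries (adjusted p = 0.347). GADD45B, on chromosome 19 from 2476122 to 2478259, was expressed at 9.36 ± 0.352 CPM in DMSO, 12.1 ± 1.26 CPM at 5 µM and 31.1 ± 4.49 CPM at 10 µM (SD, n = 3 each). Its rise was called at 10 µM, with a log2 fold change of 1.73 (standard error 0.13, adjusted p = 7.62e-06), but not at 5 µM, with 0.37 (standard error 0.12, adjusted p = 0.0914). The difference between the doses was called for GADD45B (adjusted p = 0.000234). In the pooled comparison it had an unadjusted p of 0.00937 and an adjusted p of 0.0508. CDKN1A, which encodes the cell cycle inhibitor p21 on chromosome 6 from 36676460 to 36687339, rose from 158 ± 3.94 CPM in DMSO to 549 ± 11.9 CPM at 5 µM and 775 ± 109 CPM at 10 µM (SD, n = 3 each). For CDKN1A the log2 fold change was 1.80 at 5 µM (standard error 0.10, adjusted p = 1.04e-05) and 2.30 at 10 µM (standard error 0.10, adjusted p = 3.12e-07), with an adjusted p of 0.0114 between the doses. All 6 TP-472 libraries lay above all 3 DMSO libraries for each of these genes.

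**Figure D2:**
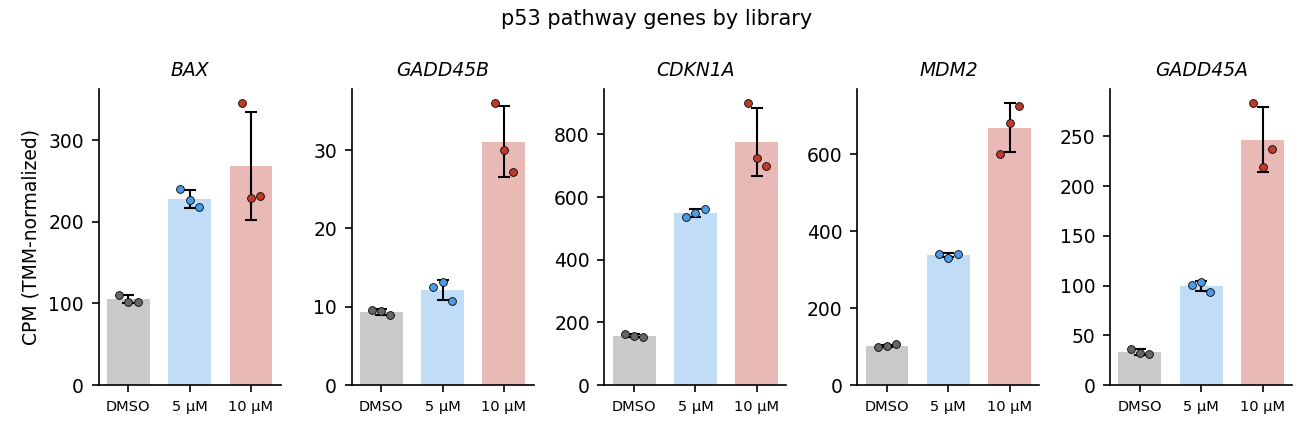
Expression of BAX, GADD45B, CDKN1A, MDM2 and GADD45A in CPM (vertical axes, starting at 0) in cells treated with DMSO, 5 µM TP-472 or 10 µM TP-472 (horizontal axes). Points are the 3 libraries of a group, bars are their means and error bars their SD, and for each of the 5 genes every TP-472 library lies above every DMSO library.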

The roles of many of these pro-apoptotic genes are very well established in cancer cells [26,27,28]. We further confirmed the upregulation of a few pro-apoptotic genes (BAX, MDM2, CDKN1A) in TP-472 treated cells using immunoblotting (Figure 6C). Since many of the pro-apoptotic genes were found to be upregulated, we measured apoptosis using an annexin V–based detection method in melanoma cells with and without TP-472 treatment. We observed that consistent with the upregulation of many pro-apoptotic genes, TP-472 treatment promoted apoptosis of melanoma cells (Figure 6D), thus inhibiting the growth and proliferation of melanoma tumors. However, we did not observe substantial activation of caspase 8/9 suggesting that TP-472 treatment might be activating caspase 8/9-independent apoptotic pathways in melanoma cells. Overall, our results demonstrated that the TP-472 treatment of melanoma cells results in the upregulation of pro-apoptotic genes and downregulation of ECM protein genes, ultimately leading to the inhibition of melanoma tumor growth.

## 4. Discussion

Oncogenic mutations in *BRAF* are reportedly found in approximately 50% of melanoma cases. BRAFi, either alone or in combination with MEKi, represents a therapeutic option for treating advanced melanoma with *BRAF* mutations [4,5]. However, due to the rapid emergence of acquired BRAFi resistance, the clinical benefits of these therapies are often limited [6,7]. Several mechanisms whereby targeted therapy resistance arises have been identified to date, and studies are ongoing to identify additional resistance mechanisms and develop therapies to treat drug-resistant cancers [29,30,31]. Apart from that, efforts are also taken to identify new melanoma targets for effective and durable treatment.

Several recent studies demonstrated that cancer cells can acquire numerous epigenetic alterations in addition to genetic mutations [9,32]. These epigenetic alterations of DNA and histone proteins are important in cancer initiation and progression [33,34]. Some of the most common epigenetic alterations include methylation, acetylation, ubiquitination, and phosphorylation [35]. These modifications are introduced by three specific groups of epigenetic regulators, which are known as “readers”, “writers”, and “erasers”. Writers introduce various chemical modifications of DNA and histones, whereas reader proteins contain specialized domains that identify and interpret those modifications, and erasers are a group of enzymes that effectively remove these chemical modifications. Epigenetic modifications regulate gene expression in cancer cells via effects on transcription [36]. Lately, targeting epigenetic regulators has led to the development of effective therapy for many types of cancers [9,10].

In this study, we conducted an unbiased chemical genetic screen using a library from the Structural Genome Consortium (SCG) that has 32 small molecule inhibitors, which targets proteins encoding for epigenetic regulators. This screen identified eight out of the 32 small molecule inhibitors that effectively inhibited the survival of multiple BRAF mutant melanoma cell lines. We also observed that many of the targeted epigenetic regulators that significantly suppressed melanoma cell survival are overexpressed in melanoma patient samples and thus can serve as an excellent target for effective melanoma therapy. However, to fully determine the expression level of various epigenetic regulators in different subtypes of melanoma further studies have to be performed. These study findings are summarized in Figure 6E. Using a series of in vitro and in vivo assays, we discovered that TP-472, a small molecule inhibitor of BRD7/9, strongly inhibited the growth of melanoma cells in both in vitro and in vivo assays as well as metastasis in in vitro assays. BRD7/9 belong to the BRD-containing family of epigenetic regulators, which function as readers and regulate gene transcription, DNA replication, and cell-cycle progression, thus playing an important role in tumor growth and development [37,38]. We found that the TP-472 target BRD7 is overexpressed in melanoma patient samples and associated with a poor prognosis. Other studies have shown that BRD7 promotes the growth of colorectal cancer cells via c-Myc stabilization [39]. Based on our results, we suggest that BRD7 is an important new epigenetic regulator of melanoma growth and TP-472 can be employed as a new candidate drug for the effective treatment of melanoma. Further studies using in vivo melanoma models of metastasis will reveal the role of TP-472 in melanoma metastasis.

Notably, in transcriptome-wide mRNA expression profiling experiments performed with TP-472–treated melanoma cells, we found that genes encoding several ECM proteins, such as integrins, collagens, fibronectins, and metalloproteins, were downregulated. Reactome-based functional pathway analyses revealed that many of the ECM proteins are involved in extracellular matrix interactions required for cancer cell growth and proliferation. Several ECM proteins are commonly expressed at high levels in solid cancers and contribute to matrix stiffness, which is associated with malignancy and the metastatic phenotype [40]. Further deregulation of ECM protein expression is shown to alter the tumor microenvironment, which plays a key role in regulating both intracellular and extracellular signaling [20]. Based on the important role they play in tumor growth and progression; these proteins are emerging as promising targets for cancer therapies [23]. Some of these therapies involve targeting integrins; for example, ibrutinib (pharmacologic inhibitor of integrin signaling) has been used clinically to treat lymphoid leukemia and lymphoma [41,42], whereas vitaxin, a humanized monoclonal antibody, which has specificity for the integrin alpha v beta 3 (vitronectin receptor) has been used to treat ovarian cancer [43] and other cancers, including metastatic types [44,45].

In TP-472–treated melanoma cells, several of the identified downregulated ECM proteins for example DDR1, LOXL2, CTSS, MMP9, P4HA1, CTSB, PLOD1, SPP1 have specific small-molecule inhibitors. For example, DDR1 inhibitors targeting DDR have low IC50 values and have been shown to potently attenuate tumor growth in vitro [46]. Similarly, other studies have shown that MMP9 and CTSS inhibitors effectively inhibit tumor growth as well [47]. Additionally, PAT-1251 (newly designated GB2064), which targets LOXL2, has been used in phase 1 clinical trials for the treatment of lung disease as well as metastatic breast cancer [48,49]. 

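Among these genes, MMP9 had the largest fall. Its expression was 43.3 ± 0.371 CPM in DMSO, 10.1 ± 0.682 CPM at 5 µM and 7.07 ± 1.69 CPM at 10 µM (SD, n = 3 each), a pooled log2 fold change of -2.33 (standard error 0.18, adjusted p = 5.75e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the exonic length of MMP9, 18.4% overlaps a gene on the opposite strand. LOXL2 and PLOD1 had pooled log2 fold changes of -0.90 (standard error 0.16, adjusted p = 0.00553) and -0.85 (standard error 0.15, adjusted p = 0.00435), and P4HA1 one of -0.69 (standard error 0.12, adjusted p = 0.00424). Each of these 4 genes was lower in all 6 TP-472 libraries than in all 3 DMSO libraries and was called with each library left out in turn. DDR1 fell from 148 ± 4.78 CPM in DMSO to 127 ± 5.24 CPM at 5 µM and 85.0 ± 4.54 CPM at 10 µM (SD, n = 3 each). Its pooled log2 fold change was -0.48 (standard error 0.16, adjusted p = 0.0606), which is under the fold change of 1.5. At 10 µM alone DDR1 was called, with a log2 fold change of -0.80 (standard error 0.07, adjusted p = 2.75e-05). DDR2, which Figure 5C and Figure S3 list, had a pooled log2 fold change of -0.64 (standard error 0.24, adjusted p = 0.0877). Its call in the pooled comparison, at an unadjusted p of 0.0226, was lost without DMSO replicate 2, DMSO replicate 3 or 10 µM replicate 1. SPP1 fell more at the lower dose, from 20.0 ± 0.345 CPM in DMSO to 9.21 ± 1.68 CPM at 5 µM and 14.8 ± 1.78 CPM at 10 µM (SD, n = 3 each). For SPP1 the log2 fold change was -1.12 at 5 µM (standard error 0.14, adjusted p = 0.00101) and -0.44 at 10 µM (standard error 0.14, adjusted p = 0.0331), and the difference between the doses had an adjusted p of 0.0168.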

Studies have also shown that SPP1 is an important target of BET inhibitors, which can effectively inhibit the growth of melanoma cells [19]. A recent study identified CA-074Me as a specific cell-permeable CTSB inhibitor [50] and small-molecule inhibitor diethyl-pythiDC that targets P4HA1 has been used for treating colorectal cancer [51]. Since these ECM genes which have specific pharmacological inhibitors are significantly overexpressed in patient-derived melanoma samples compared to normal skin samples and few of them are also significantly co-expressed with TP-472 target epigenetic regulator BRD7, they can be targeted either alone or in combination with TP-472, to enhance the effectiveness and durability of melanoma therapy

In addition to several ECM proteins that were found to be downregulated we also observed upregulation of several pro-apoptotic genes such as BAX, CDKN1A, GADD45A, GADD45B, etc. in TP-472–treated melanoma cells. 

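GADD45A, on chromosome 1 from 67685061 to 67688338 of GRCh38, rose from 33.3 ± 2.66 CPM in DMSO to 99.4 ± 5.08 CPM at 5 µM and 247 ± 33.1 CPM at 10 µM (SD, n = 3 each). Its log2 fold change was 1.58 at 5 µM (standard error 0.11, adjusted p = 3.02e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.89 at 10 µM (standard error 0.11, adjusted p = 1.75e-07). The difference between the doses had an adjusted p of 0.000115, and the pooled log2 fold change stayed between 2.18 and 2.51 with each library left out in turn. The pooled log2 fold change of BAX stayed between 1.12 and 1.28 and that of CDKN1A between 1.96 and 2.13. For GADD45B it stayed between 1.00 and 1.35, and GADD45B was the only one of these genes that was not called at 5 µM alone.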

The role of these genes is very well established in the apoptosis and cell death processes in cancer cells and thus they serve as an essential player in tumor growth suppression [26,27,28]. However, since TP-472 treatment did not substantially activate caspase 8/9, we anticipate that induction of apoptosis in the treated melanoma cells might involve caspase 8/9-independent apoptotic pathways. Further studies will reveal the role of TP-472 in activating caspase 8/9-independent apoptotic pathways in melanoma cells.

Taken together, our results indicate that TP-472 inhibits the expression of several ECM proteins and activates the expression of several pro-apoptotic genes. Specific small-molecule inhibitors of many of these downstream ECM proteins are available and are employed in multiple studies for providing effective cancer therapy. Since they are significantly overexpressed in patient-derived melanoma samples compared to normal skin samples and are also significantly co-expressed with TP-472 target epigenetic regulator BRD7, they can be targeted either alone or in combination with TP-472 and thus serve as a new option for melanoma therapy. Our results support the need for clinical testing of TP-472 along with other inhibitors targeting the ECM proteins for treating melanoma patients in which other treatment options have not worked successfully.

## 5. Conclusions

The results of this study demonstrate that BRD7/9 small molecule inhibitor TP-472 blocks the growth of melanoma in in vitro cell culture-based assays and in vivo in mice via suppressing the expression of several ECM proteins important for melanoma growth and progression and by inducing apoptosis. Our results identify TP-472 as a candidate drug useful for melanoma therapy.

## Figures and Tables

**Figure 1:**
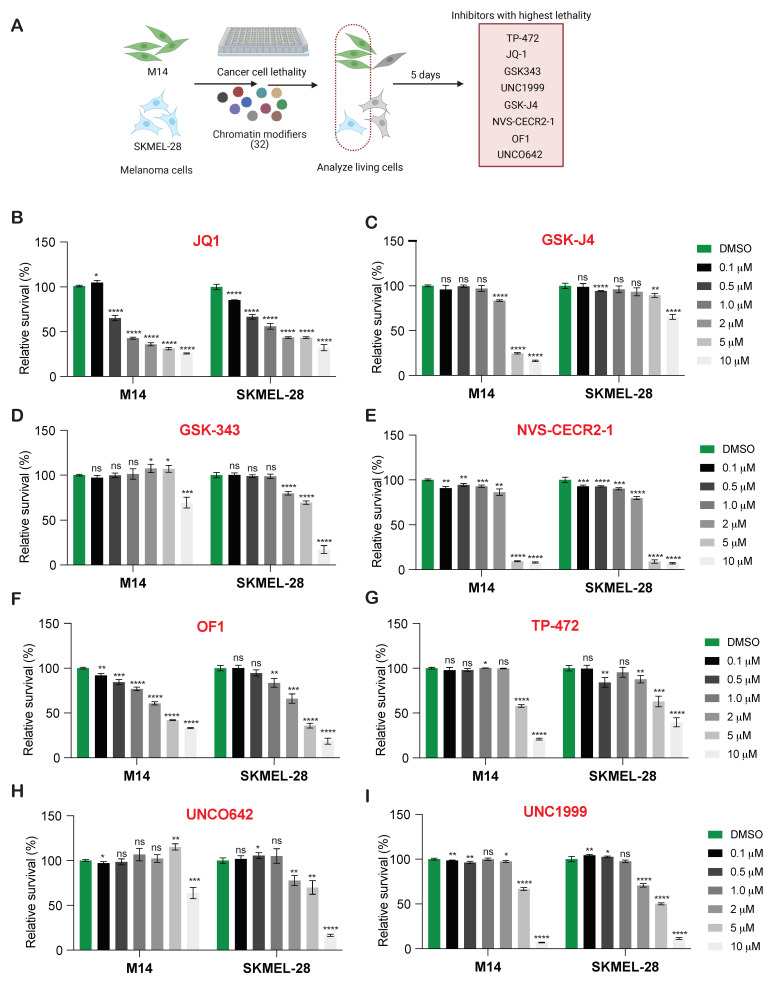
Pharmacological inhibition of epigenetic chromatin modifiers inhibits melanoma growth in short-term survival assays. (**A**). Schematic illustration of the druggable screening approach using 32 different epigenetic regulators with 2 different melanoma cell lines (M14 and SKMEL-28). (**B**–**I**). Indicated melanoma cell lines were treated with different concentrations of various epigenetic regulators for 5 days and analyzed for survival using the MTT assay. Relative cell survival is plotted relative to vehicle-treated cells. Data represent the mean ± SEM. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ns = not significant.

**Figure 2:**
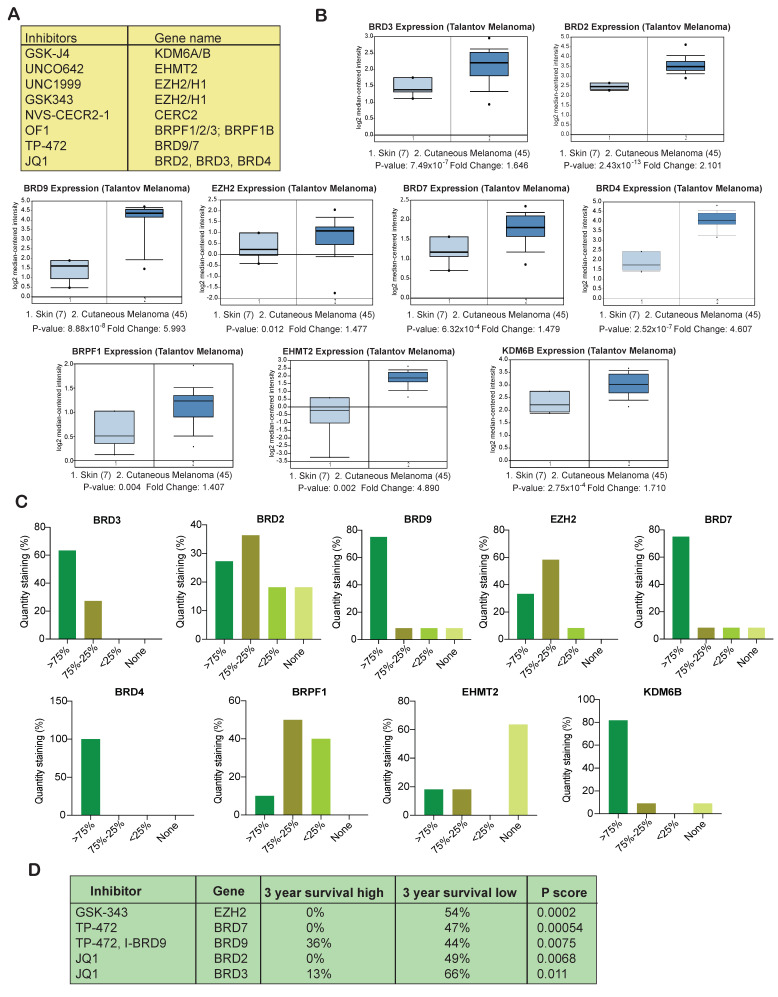
Overexpression of BRD7/9, BRD2/3, and EZH2 in melanoma samples is correlated with poor prognosis. (**A**). List of compounds that inhibited melanoma cell growth and their epigenetic targets. (**B**). Indicated patient melanoma datasets were analyzed for the shown epigenetic regulators using Oncomine. Gene upregulation in patient’s melanoma samples relative to expression in normal skin using Oncomine-Talantov melanoma patient dataset is shown. (**C**). Immunohistochemical analysis of the expression of indicated epigenetic regulators using the Human Protein Atlas dataset. Relative quantity staining for each of the epigenetic regulators are shown. (**D**). Survival analysis (three year) of melanoma patients based on the high and low expression of the epigenetic regulators using Human Protein Atlas datasets is shown.

**Figure 3:**
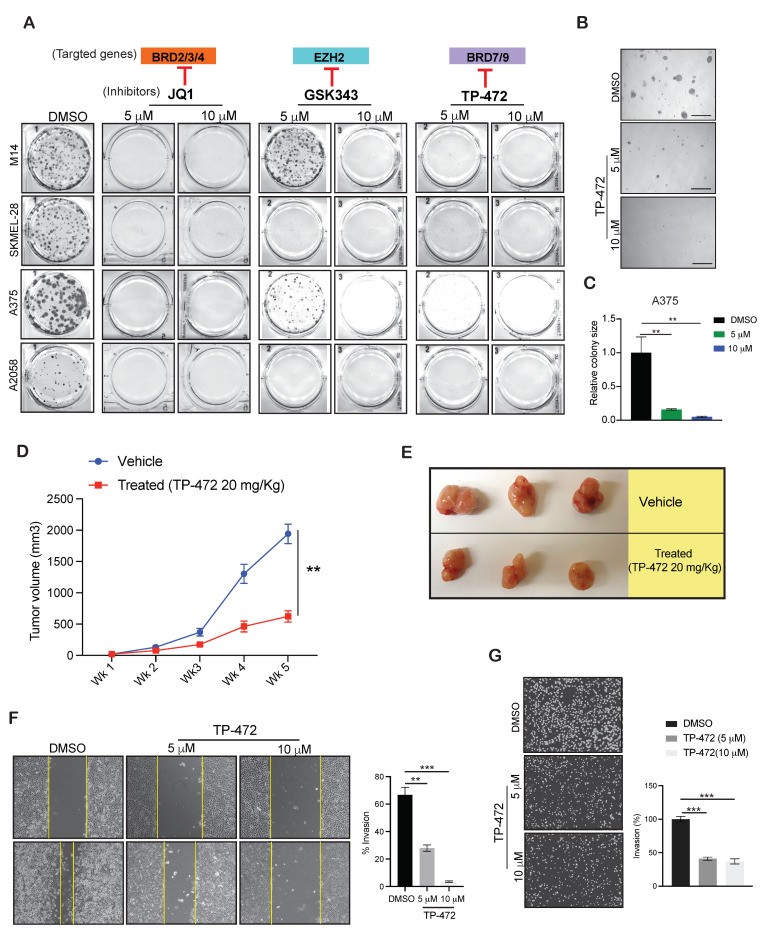
TP-472 inhibit melanoma growth in long-term survival assays, tumor growth in in vivo xenograft melanoma mouse model and invasion and migration in in vitro cell culture model. (**A**). Indicated melanoma cell lines were treated with the different concentrations of GSK343, JQ1, and TP-472 for 2 weeks. Cell survival was then measured using clonogenic assays. Representative images are shown. (**B**,**C**). A375 cells were treated with various concentrations of TP-472 and analyzed for ability to grow in an anchorage-independent manner in soft agar assays. Representative images of soft agar assays are shown. Scale bar, 500 μm (**B**). Bar diagram showing the relative colony size for each condition in panel B (**C**). (**D**). A375 cells were injected subcutaneously into the flanks of NSG mice (*n* = 6). The mice were treated with either vehicle or TP-472 (20 mg/Kg body weight) via intraperitoneal injection three times a week. The average tumor volume for each week is plotted. (**E**). Representative tumor images of NSG mice in vehicle and TP-472 treated mice at the end of the experiment. (**F**). A375 under indicated conditions were analyzed for the migration using wound-healing assay. Representative images showing the extent of migration in TP-472 treated cells relative DMSO treated cells are presented on the left and the quantification is presented as a bar diagram on the right. (**G**). A375 under indicated conditions were analyzed for invasive capacity using Matrigel invasion assay. Representative images of TP-472 treated invaded cells relative DMSO treated invaded cells are shown on the left and the quantification is presented as a bar diagram on the right. Data represent the mean ± standard error of three biological replicates. ** *p* < 0.01 and *** *p* < 0.001.

**Figure 4:**
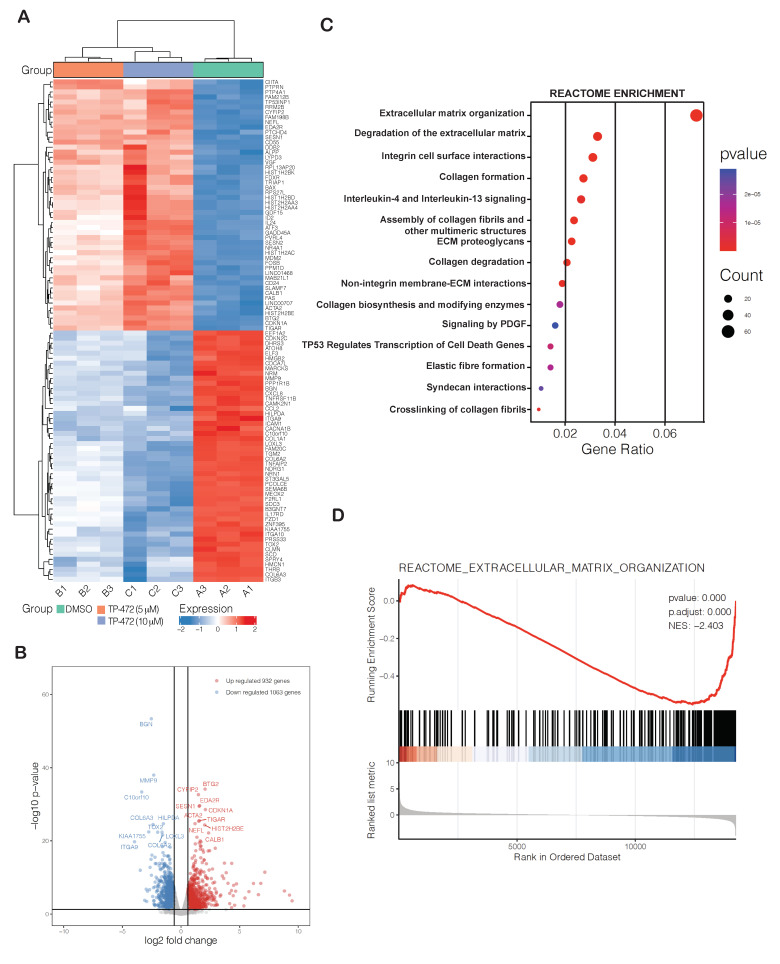
Transcriptome-wide mRNA expression profiling revealed that TP-472 treatment leads to downregulation of several extracellular matrix (ECM) proteins. A375 cells were treated with either DMSO, 5 μM TP-472, or 10 μM TP-472 for 24 h, after which RNA sequencing was performed. (**A**). Heatmap showing the top 100 genes exhibiting altered expression after 24 h of TP-472 treatment. (**B**). Volcano plot showing the top 100 genes exhibiting altered expression after treatment. (**C**). Reactome-based functional pathways analysis identified pathways that were significantly activated or suppressed in A375 cells treated with TP-472. (**D**). Reactome-based functional pathways revealed that several genes associated with ECM organization were downregulated.

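The volcano plot labels 9 downregulated and 9 upregulated genes. All 18 were called in the pooled comparison, each with all 6 TP-472 libraries on 1 side of all 3 DMSO libraries. The log2 fold changes of the 9 downregulated genes lay between -1.51 for HILPDA and -3.97 for ITGA9, and those of the 9 upregulated genes between 1.19 for NEFL and 2.34 for CALB1. The largest adjusted p among them was 0.000503 for KIAA1755, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HIST2H2BE rose from 5.47 ± 0.753 CPM in DMSO to 18.7 ± 1.31 CPM at 5 µM and 25.3 ± 2.68 CPM at 10 µM (SD, n = 3 each). Because HIST2H2BE belongs to a family of histone genes with similar sequences, reads of other members could have been counted on it. The pooled log2 fold change of HIST2H2BE was 2.01 (standard error 0.18, adjusted p = 0.000150). Of the exonic length of TIGAR, 42.6% overlaps another gene on the same strand, and its log2 fold change of 1.55 (standard error 0.13, adjusted p = 0.000100) is uncertain to that extent.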

**Figure 5:**
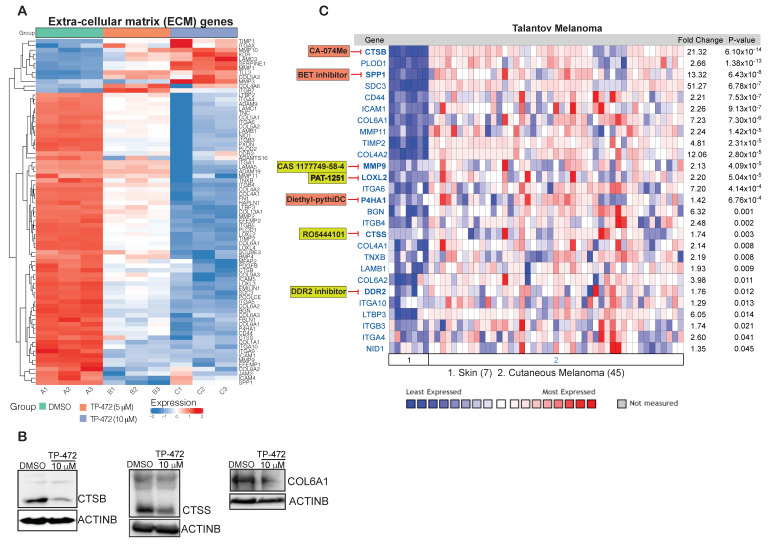
TP-472 treatment leads to downregulation of several ECM proteins in melanoma cells. A375 cells were treated with DMSO, 5 μM TP-472, or 10 μM TP-472 for 24 h, after which RNA sequencing was performed. (**A**). Heatmap showing the several ECM genes that were downregulated after 5 μM, or 10 μM of TP-472 treatment. (**B**). A375 cell line was treated with 10 μM of TP-472 for 24 h. Immunoblotting was performed to measure protein expression of the shown candidates. ACTINB were measured as loading controls. (**C**). Indicated ECM proteins were analyzed using Oncomine-Talantov melanoma patient dataset. All significantly altered ECM genes in melanoma samples versus normal skin samples are shown. Many of the ECM proteins have direct pharmacological targets and can be either targeted alone (box highlighted in yellow color) or in combination (based on the significant co-expression with BRD7) with TP-472 (box highlighted in orange color).

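Of the 27 ECM genes of Figure S3, 26 were downregulated in the pooled comparison, and the exception was MMP11, with a log2 fold change of -0.85 (standard error 0.40, adjusted p = 0.164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MMP11 was called at 10 µM alone, with a log2 fold change of -1.60 (standard error 0.33, adjusted p = 0.00436), and in the pooled comparison by DESeq2, limma-voom and the edgeR likelihood ratio test and with no filter. It was also called there without any of the 5 µM replicates 1, 2 or 3, where the fall lay within the range of -0.98 to -0.69 over all libraries left out in turn. CTSS, which encodes cathepsin S and lies on chromosome 1 from 150730196 to 150765957 of GRCh38, was expressed at 14.5 ± 0.571 CPM in DMSO, 9.09 ± 2.23 CPM at 5 µM and 6.58 ± 1.19 CPM at 10 µM (SD, n = 3 each). Its log2 fold change at 10 µM was -1.14 (standard error 0.19, adjusted p = 0.00136). At 5 µM it was -0.67 (standard error 0.19, adjusted p = 0.0487), a call that was lost without any of the 3 DMSO libraries, without 5 µM replicate 2 or 3, without 10 µM replicate 2 or 3, and with genes of ribosomal RNA left out. CTSB, which encodes cathepsin B on chromosome 8 from 11842524 to 11869448, fell from 322 ± 9.53 CPM in DMSO to 225 ± 6.19 CPM at 5 µM and 194 ± 26.5 CPM at 10 µM (SD, n = 3 each). The pooled log2 fold change of CTSB was -0.62 (standard error 0.10, adjusted p = 0.00344), and without 10 µM replicate 3 it was -0.57, under the fold change of 1.5. COL6A1 on chromosome 21 from 45981737 to 46005050 fell from 256 ± 2.79 CPM in DMSO to 154 ± 3.53 CPM at 5 µM and 102 ± 5.45 CPM at 10 µM (SD, n = 3 each). Its pooled log2 fold change was -1.003 (standard error 0.16, adjusted p = 0.00355) and stayed between -1.07 and -0.93 with each library left out in turn. All 6 TP-472 libraries lay below all 3 DMSO libraries for each of CTSS, CTSB and COL6A1. The difference between 10 µM and 5 µM had an adjusted p of 0.161 for CTSS, 0.193 for CTSB and 0.000631 for COL6A1.

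**Figure D3:**
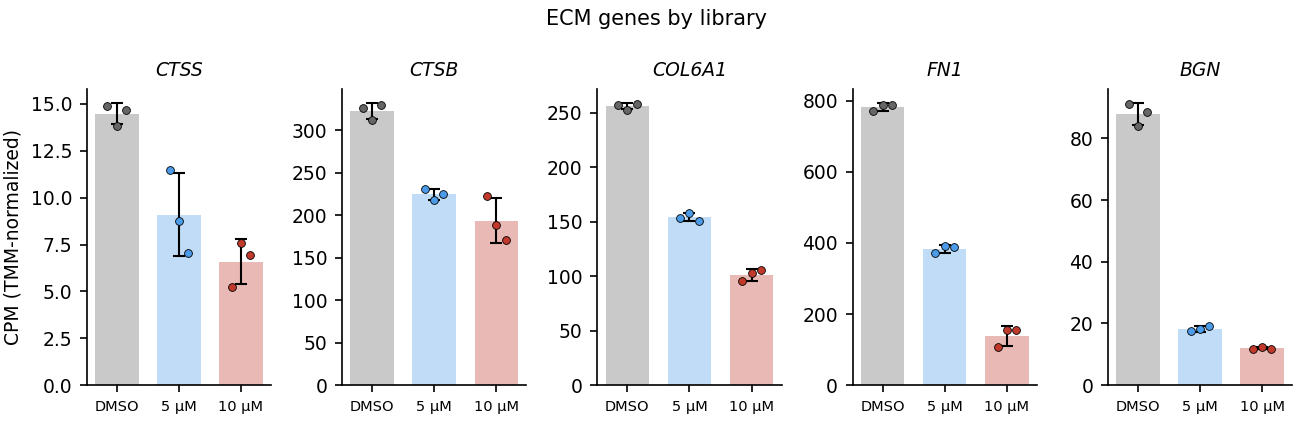
Expression of CTSS, CTSB, COL6A1, FN1 and BGN in CPM (vertical axes, starting at 0) in cells treated with DMSO, 5 µM TP-472 or 10 µM TP-472 (horizontal axes). Points are the 3 libraries of a group, bars are their means and error bars their SD, and for each of the 5 genes every TP-472 library lies below every DMSO library.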

**Figure 6:**
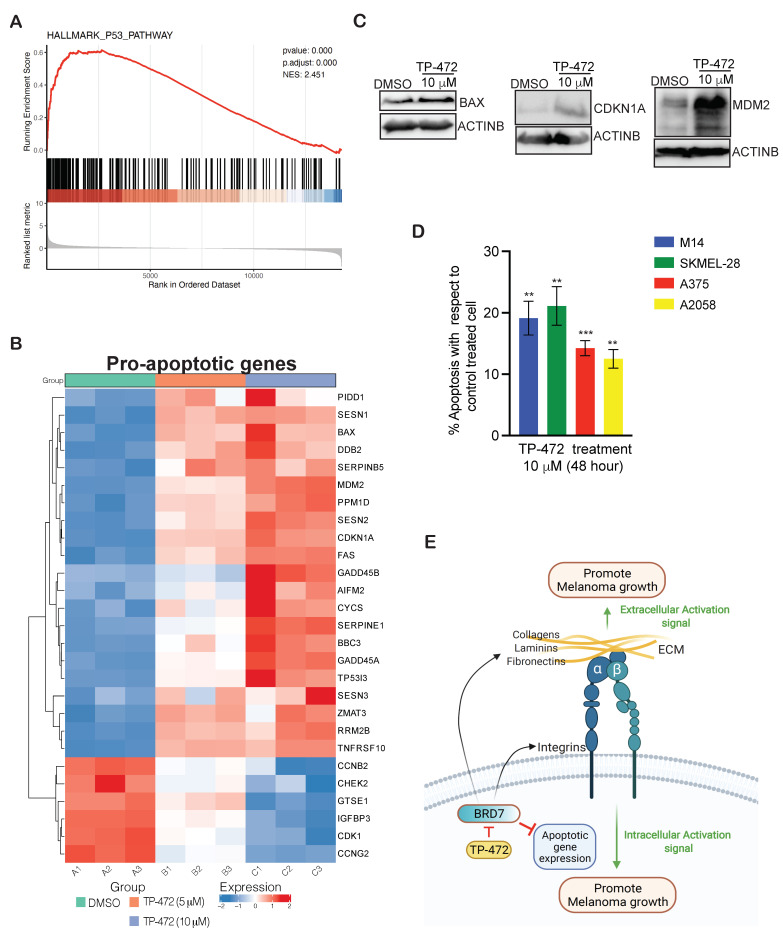
Transcriptome-wide mRNA expression profiling revealed that TP-472 treatment leads to upregulation of pro-apoptosis genes in melanoma cells. (**A**). Reactome-based functional pathways analysis revealed upregulation of several genes associated with the p53 pathway and apoptosis. (**B**). Heatmap showing the several pro-apoptosis genes that were upregulated after 5 μM, or 10 μM of TP-472 treatment. (**C**). A375 cell line was treated with 10 μM of TP-472 for 24 h. Immunoblotting was performed to measure the protein expression of the shown candidates. ACTINB were measured as loading controls. (**D**). Bar diagram showing apoptosis of melanoma cells treated with 10 μM TP-472 for 48 h (percentage apoptosis in inhibitor-treated cells relative to vehicle-treated control cells). (**E**). Model showing that TP-472 treatment of melanoma cells leads to suppression of ECM-mediated pro-oncogenic signaling pathways and activation of apoptosis genes, ultimately leading to inhibition of melanoma cell growth and proliferation. Data represent the mean ± SEM. ns = not significant, ** *p* < 0.01, *** *p* < 0.001.

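MDM2, on chromosome 12 from 68808176 to 68850686 of GRCh38, was expressed at 102 ± 3.21 CPM in DMSO, 339 ± 6.01 CPM at 5 µM and 669 ± 63.9 CPM at 10 µM (SD, n = 3 each). Its log2 fold change was 1.73 at 5 µM (standard error 0.08, adjusted p = 3.62e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.71 at 10 µM (standard error 0.08, adjusted p = 4.81e-08). Of its exonic length 6.9% overlaps genes on the opposite strand and 3.3% a gene on the same strand. Besides BAX, the pro-apoptotic genes of the BCL2 family with the smallest p were BBC3 and BAK1. BBC3 rose from 13.0 ± 0.217 CPM in DMSO to 26.5 ± 4.01 CPM at 5 µM and 43.4 ± 6.34 CPM at 10 µM (SD, n = 3 each), a pooled log2 fold change of 1.42 (standard error 0.23, adjusted p = 0.00352). BAK1 had a pooled log2 fold change of 0.63 (standard error 0.14, adjusted p = 0.0143), which without 10 µM replicate 1 was 0.52 and under the fold change of 1.5. The 5 anti-apoptotic genes of the BCL2 family did not move together (adjusted p = 0.850 from camera over 13 sets). Of these, 3 were higher and 2 lower, with a median of 0.14 and a mean of -0.01 while the test pointed up. BCL2L1 had a pooled log2 fold change of 0.29 (standard error 0.12, adjusted p = 0.105) and BCL2 one of -0.48 (standard error 0.17, adjusted p = 0.0721). At 10 µM against DMSO, BCL2 was called lower, with -0.65 (standard error 0.18, adjusted p = 0.0182). That call was lost without DMSO replicate 1 or 3, without 10 µM replicate 2, and with the trend with transcript length and GC content removed. BCL2L1 at 10 µM had 0.38 (standard error 0.11, adjusted p = 0.0262), under the fold change of 1.5. Of the exonic length of BCL2L1, 43% overlaps genes on the opposite strand.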

## Data Availability

The data underlying this article will be shared on reasonable request to the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13215516/s1, Figure S1: Several Epigenetic regulators are overexpressed in melanoma samples, Figure S2: TP-472 inhibits invasion and migration of melanoma cells in in vitro cell culture model, Figure S3: Correlation of the mRNA expression levels of BRD7 and ECM genes performed using the Talantov melanoma dataset, Table S1: List of inhibitors targeting indicated chromatin modifiers and the concentrations at which they were used in the chemical genetic screen, Table S2: List of Reagents, data and software used in this study with source and identifier, Table S3: List of inhibitors targeting indicated chromatin modifiers that showed an effect on inhibiting M14 and SKMEL-28 melanoma cell growth, Table S4: RNA sequencing data showing significant differentially expressed gene in A375 cell line upon TP-472 treatment (5 µM and 10 µM) in comparison to control treated cells.

# Supplementary material for: The BRD9/7 Inhibitor TP-472 Blocks Melanoma Tumor Growth by Suppressing ECM-Mediated Oncogenic Signaling and Inducing Apoptosis
**Source:** Cancers (Basel). 2021 Nov 3;13(21):5516. doi: 10.3390/cancers13215516
**Supplement:** Supplementary file 1

## Supplementary data

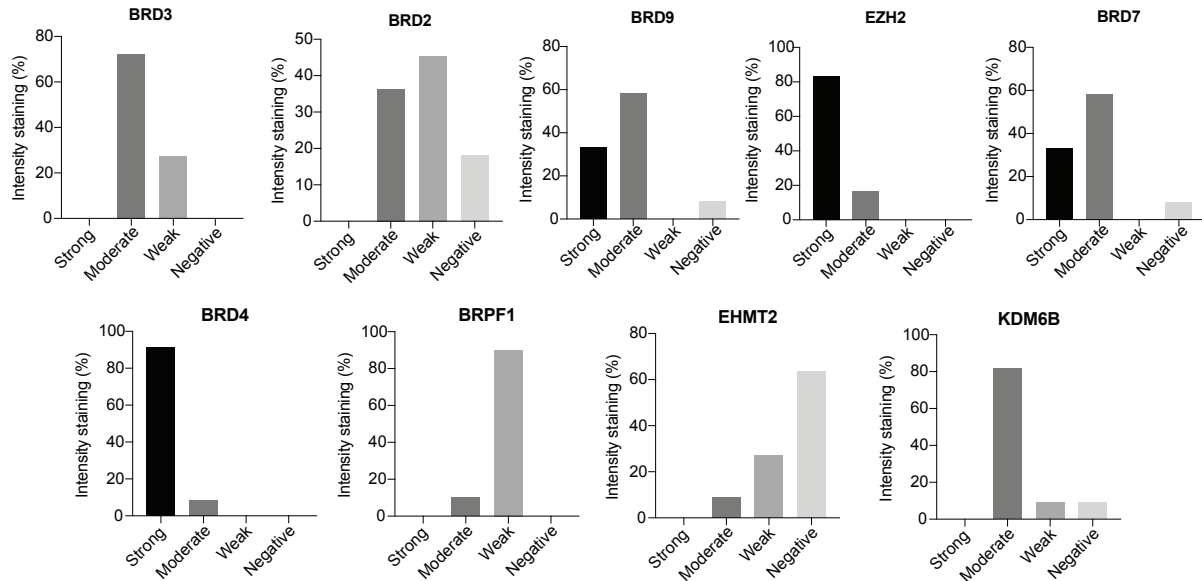

**Figure S1. Several Epigenetic regulators are overexpressed in melanoma samples.**

Immunohistochemical analysis of the expression of indicated epigenetic regulators using the Human Protein Atlas dataset. Relative intensity staining for each of the shown chromatin modifier is plotted.

**A**

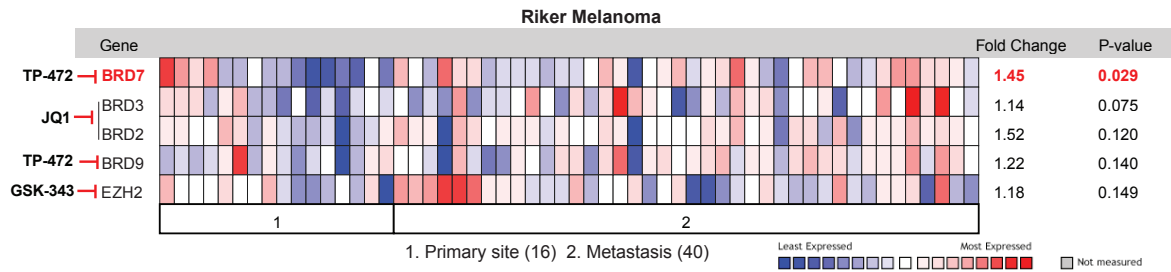

**B**

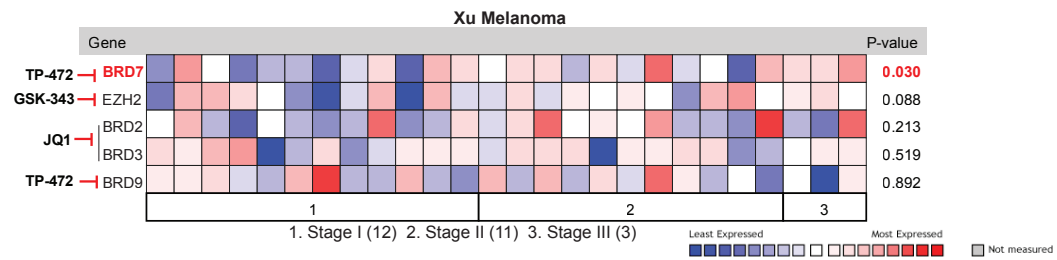

**C**

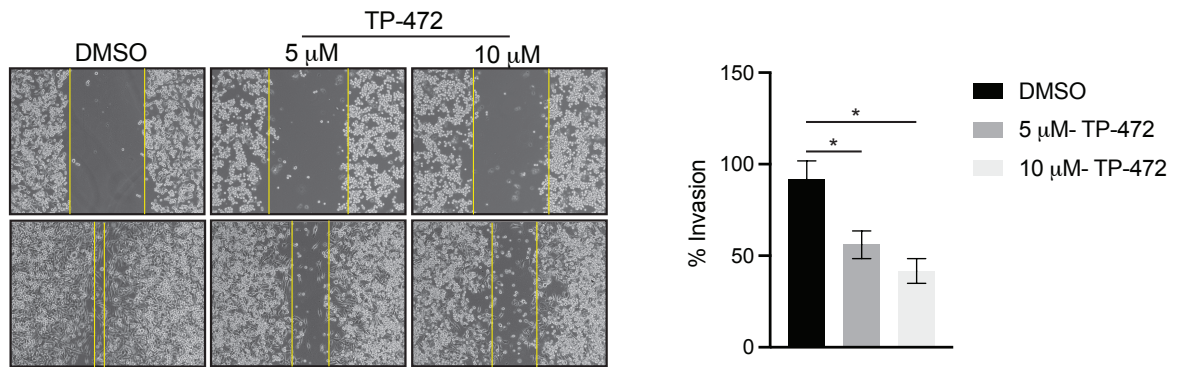

**D**

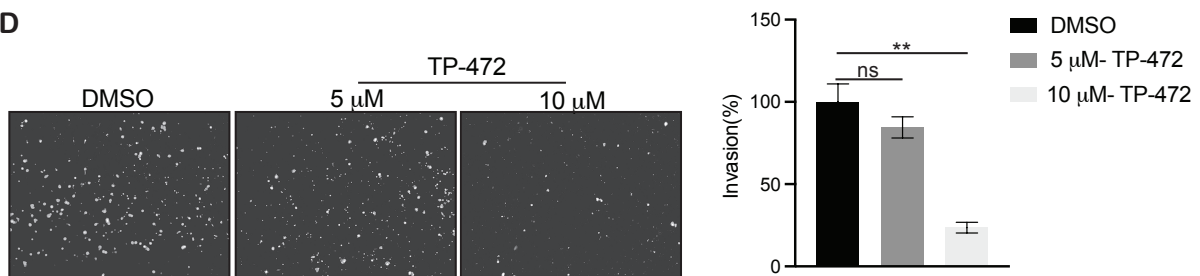

**Figure S2. TP-472 inhibits invasion and migration of melanoma cells in *in vitro* cell culture model.**

**A-B.** Indicated patient melanoma datasets were analyzed for the shown epigenetic regulators using Oncomine. Gene upregulation in patient's melanoma metastatic samples relative to the expression in primary site sample using Riker melanoma-patient dataset is shown (**A**) and gene upregulation in patient's melanoma samples at various stages using Xu melanoma patient dataset is shown (**B**).

**C.** M14 under indicated condition were analyzed for the migration using wound healing assay. Representative images showing the extent of migration in TP-472 treated cells relative DMSO treated cells is presented in left and the quantification is presented as bar diagram in right. **D.** M14 under indicated condition were analyzed for invasive capacity using Matrigel invasion assay. Representative images of TP-472 treated invaded cells relative DMSO treated invaded cells is shown in left and the quantification is presented as bar diagram in right. Data represent the mean  $\pm$  standard error of three biological replicates. ns=non-significant, \* $P$ <0.05, \*\* $p$ <0.01 and ns = not significant.

**Pearson correlation coefficients to check the significance of co-expression of ECM genes along with BRD7**

**Figure S3.** Correlation of the mRNA expression levels of BRD7 and ECM genes performed using the Talantov melanoma dataset. ns, \*, \*\*, \*\*\*, and \*\*\*\* indicate non-significant *P*-value,  $P < 0.05$ ,  $< 0.01$ ,  $< 0.001$ , and  $< 0.0001$ , respectively.

## SUPPLEMENTARY TABLES

**Table S1:** List of inhibitors targeting indicated chromatin modifiers and the concentrations at which they were used in the chemical genetic screen.

**Table S2:** List of inhibitors targeting indicated chromatin modifiers that showed an effect on inhibiting M14 and SKMEL-28 melanoma cell growth.

**Table S3:** RNA sequencing data showing significant differentially expressed gene in A375 cell line upon TP-472 treatment (5  $\mu$ M and 10  $\mu$ M) in comparison to control treated cells.

**Table S4:** List of Reagents, data and software used in this study with source and identifier.

**Table S1:** List of inhibitors targeting indicated chromatin modifiers and the concentrations at which they were used in the chemical genetic screen.

**Table S2:** List of inhibitors targeting indicated chromatin modifiers that showed an effect on inhibiting melanoma growth.

**Table S3:** Significant differentially expressed genes in TP-472 treated A375 melanoma cells

**Table S4:** List of Reagents, data and software used in this study with source and identifier.

How the deposited data were processed for this re-analysis (not part of the article)

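mRNA from A375 melanoma cells treated with DMSO, 5 µM TP-472 or 10 µM TP-472 for 24 h was sequenced in 3 libraries per group. The authors deposited 1 table of expected counts per gene symbol, as estimated by RSEM, for the 9 libraries. The deposited expected counts were not scaled to library size, and each library has its own column. The version of RSEM, the aligner, the genome build, the annotation and any filter are not given in the sources used here. The table holds 26475 symbols, and 10.6% to 13.8% of the values in a library were not whole numbers.

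All values were rounded to whole numbers. Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling factors (0.957 to 1.029), the filterByExpr filter at its default settings, which left 16417 genes, and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes tested. Standard errors are the size of the log2 fold change divided by the square root of F. The pooled comparison set the 6 TP-472 libraries as 1 group against the 3 DMSO libraries, with a fold change of at least 1.5 and an unadjusted p under 0.05. A fit of all 3 groups gave 5 µM against DMSO, 10 µM against DMSO and 10 µM against 5 µM, with a fold change of at least 1.5 and an adjusted p under 0.05. For the comparison of doses, the share of the pooled genes with the larger log2 fold change at 10 µM and the median ratio of the 2 changes were taken over the genes called in the pooled comparison. Confidence intervals are exact binomial for the share and the order statistics of a median for the ratio, with genes taken as independent. Gene sets were tested with camera from limma 3.58.1 at a preset correlation of 0.01, on the mean of both doses against DMSO. DESeq2 1.42.0 served as an alternative, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 made the tables. CPM values use the TMM-scaled library sizes. The statistics section of the paper names Student's t-test in GraphPad Prism for all experiments except tumor progression in mice and does not name the RNA-seq comparison. The paper describes strand-specific libraries, and whether the counting used strand is not given in the sources used here.

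The libraries held 42483091 to 51298130 counts each. On simulated data with 200 genes changed 3-fold, the pooled comparison recovered 196 of them, and the comparisons at 5 µM and 10 µM recovered 169 and 170. The smallest p that an exact permutation of 6 against 3 libraries can give is 0.0119 for 1 gene, so the p-values rest on a spread shared between genes.

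The 13 sets, fixed before the data were examined, were collagens, integrins, laminins and matrix metallopeptidases by symbol, the ECM genes of Figure S3, p53 target genes, pro-apoptotic and anti-apoptotic members of the BCL2 family, mitotic genes, ERK output genes, clustered histone genes, cleavage-stage genes (targets of DUX4) and subunits of the SWI/SNF complexes. Lists not taken from symbols or the paper were written from general knowledge. Members of the cleavage-stage list, among them PRAMEF7, TRIM43 and ZSCAN4, had been seen in the paper's table of changed genes first. So had several clustered histone genes. A further 5 lists were written later, namely S-phase genes, HIF target genes, ATF4 target genes, immediate early genes and cleavage-stage genes without near-identical copies. Genes named one by one follow a rule fixed before the data were examined, when values in the paper's tables had been seen. It takes every gene that the paper's text or Figure S3 names for this experiment, the genes labelled in Fig. 4B, the 10 largest rises and the 10 largest falls among called genes with a mean of at least 1 CPM and no overlap between TP-472 and DMSO libraries, the 3 members of each set with the smallest pooled p, and the 5 largest changes in each direction in the paper's table. Coordinates and overlaps are from GENCODE release 29 on GRCh38, which held 23899 of the symbols, and length and GC content were known for 15323 of the tested genes.

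Alternatives fixed before the data were examined were DESeq2-type and upper-quartile factors, 2 other filters, DESeq2, limma-voom and the edgeR likelihood ratio test, a replicate block, each library left out in turn, other thresholds, fits of only the groups compared, and fry or an estimated correlation for the sets. Alternatives added later removed a trend with transcript length and GC content (splines of 4 degrees of freedom), left out genes of ribosomal RNA, and used upper-quartile factors for the set tests. Chance was checked with all 84 splits of the 9 libraries into 6 and 3 and all 10 splits of 6 libraries into 3 and 3.

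The Reactome analysis was not repeated because its gene sets were not available here. The immunoblots, growth assays and xenografts have no deposited values. The result for 1 gene is not reported here. The copy of the paper's table of changed genes held 1994 lines, 931 of them upregulated against 932 in the paper's text, so it was compared gene by gene only.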

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

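Chosen only after the result was seen were the test of the summed histone family, the test of the summed PRAMEF family and the 3 tests of the fall of mitotic genes. So were the sum of the cleavage-stage set without CCNA1 and the alternative that removed a trend with transcript length and GC content.

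Clustered histone genes, which the paper does not discuss as a group, rose above the level of the DMSO libraries in 6 of 6 TP-472 libraries. Of the 72 in the table 43 were tested, of which 41 were higher and 2 lower, with a median log2 fold change of 1.38 (adjusted p = 9.95e-16 from camera, 5.11e-07 from fry and 0.000291 with an estimated correlation). Adjusted over the list alone 24 were up, and 22 over all genes. Their direction was up under each scaling tried, and 1 of 84 splits of the libraries gave as small a p. This argues against chance, although several of these genes had been seen in the paper's table of changed genes first. If mRNA was selected by oligo-dT, carry-over of RNA without poly(A) tails would raise histone and ribosomal RNA together. The log2 ratio of histone to ribosomal RNA counts itself rose by 1.53. If ribosomal RNA was depleted instead, this ratio does not test carry-over. The rise stayed with the length and GC trend removed (adjusted p = 6.94e-14) and without 10 µM replicate 1 (1.47e-10), and the sum over the family rose by 1.77 on the log2 scale, which reads moved between paralogs would not do. More cells in S phase is argued against by S-phase genes, whose median log2 fold change was -0.593. A response of histone mRNA to TP-472 stays as a hypothesis, since it was found and tested on the same libraries. Which RNA selection was used is not settled, so a change in polyadenylation of histone mRNA was not tested and remains open.

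Cleavage-stage genes rose above the DMSO libraries in 6 of 6 TP-472 libraries. All 18 tested of 27 in the table were higher, with a median log2 fold change of 3.83 (adjusted p = 3.51e-06 from camera, 0.000167 from fry and 0.0357 with an estimated correlation). Adjusted over the list alone 12 were up, and 10 over all genes. Members of this list, among them PRAMEF7, TRIM43 and ZSCAN4, had been seen in the paper's table of changed genes before it was written. The test of the set is therefore not independent evidence. Apart from CCNA1 these genes had low counts. TRIM43 was listed at 0 in DMSO. Against a floor of 3 counts over the DMSO group its log2 fold change was at least 5.77, which is above the median of the set, so the median is the same with TRIM43 at its bound. For this set 6 of 84 splits gave as small a p, the real one among them. Of the other 5, 4 keep 2 DMSO libraries together and 1 keeps 2 libraries at 10 µM together, so they carry part of the effect of treatment, and the splits alone cannot exclude chance. The rise stayed with the length and GC trend removed (adjusted p = 1.70e-04) and without 10 µM replicate 1 (0.00426), and the summed counts of the PRAMEF family rose by 3.07 on the log2 scale, which argues against reads moved within that family. Without CCNA1, the set summed to 64 to 100 counts in DMSO, 314 to 432 at 5 µM and 1060 to 1491 at 10 µM. The PRAMEF family summed to 28 to 49, 115 to 172 and 429 to 509 counts in these groups, so other members rose too. These sums argue against reads moved between members of the set. Reads from paralogs outside the set cannot be told apart from a rise, because only 3 members without near-identical copies were tested (adjusted p = 0.00517, but 0.0860 with an estimated correlation). DUX4 itself was listed at 0 counts in DMSO and at 78 counts over the 6 TP-472 libraries, 19 at 5 µM and 59 at 10 µM in 4 of the libraries (adjusted p = 0.0815 with no filter). Whether DUX4 drove the rise cannot be told apart from other causes at such counts.

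Mitotic genes fell below the DMSO libraries in 6 of 6 TP-472 libraries. All 20 were lower, with a median log2 fold change of -0.765 (adjusted p = 4.19e-21 from camera, 1.45e-07 from fry and 0.000290 with an estimated correlation), and all 20 passed both over all genes and adjusted over the list alone. For this set 5 of 84 splits gave as small a p. Of the other 4, 1 parts the 10 µM libraries from the rest and 3 keep 2 DMSO libraries together, so they carry part of the effect of treatment, and the splits alone cannot exclude chance. The fall stayed with the length and GC trend removed (adjusted p = 1.56e-32) and without 10 µM replicate 1 (2.32e-32). S-phase genes fell too, 18 of 20 (adjusted p = 3.80e-13, and 0.00458 with an estimated correlation), so fewer cycling cells may account for the fall, while a direct effect on these genes was not tested. Dixon's test for a single value far from its group was not applied to the groups of 3 libraries.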

How the results depend on the processing

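Chosen only after the data were seen were the removal of a trend with transcript length and GC content, leaving out genes of ribosomal RNA, and upper-quartile factors for the set tests. For all results in this part whose value changed, the cause was not tested unless the alternative itself tests fewer genes or libraries.

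Under upper-quartile factors all 24 results kept their direction and their side of the threshold, and under DESeq2-type factors, the filter of 1 CPM, the replicate block and without ribosomal RNA 23 of 24 did. The genes called up in TP-472 pooled vs DMSO: genes up were 689 at an adjusted p under 0.05 and 96 in the test against a fold of 1.5. Those of TP-472 pooled vs DMSO: genes down were 79 in that test, which also used an adjusted p. With each library left out in turn they lay between 862 and 1172 up and between 1014 and 1250 down. The share called up was 36.2% under limma-voom against 48.4%.

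With no fold minimum the counts were 722 (TP-472 5 uM vs DMSO: genes up), 954 (TP-472 5 uM vs DMSO: genes down), 2687 (TP-472 10 uM vs DMSO: genes up), 2947 (TP-472 10 uM vs DMSO: genes down), 471 (TP-472 10 uM vs 5 uM: genes up) and 908 (TP-472 10 uM vs 5 uM: genes down). With an unadjusted p they were 619 and 678 at 5 µM and 562 and 703 between the doses, and with only the 2 groups compared 591 and 729 at 5 µM and 101 and 165 between the doses. DESeq2 called 418 and the edgeR likelihood ratio test 377 genes higher at 10 µM than at 5 µM. With each library left out in turn the ranges were 197 (without DMSO replicate 2) to 575 (without 10 µM replicate 1) up and 283 to 666 down at 5 µM, 1051 to 1564 up and 1472 to 1879 down at 10 µM, and 118 (without 5 µM replicate 1) to 320 up and 258 (without 5 µM replicate 2) to 572 down between the doses. At 5 µM, 218 and 203 genes were up without DMSO replicate 1 and 3 and 285 down without DMSO replicate 3. Between the doses, 121 and 119 were up without 5 µM replicate 2 and 3, 155 up without DMSO replicate 2, and 272 and 270 down without 5 µM replicate 1 and 3.

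The share of changed genes with the larger change at 10 uM was 82.1% and the ratio of the change at 10 uM to that at 5 uM 1.437 for genes called at 5 µM, 97.1% and 1.937 for genes called at 10 µM, and 85.1% and 1.603 with no filter. The ratio was 1.67 under limma-voom and 1.608 with the trend removed. With each library left out in turn the share lay between 85.8% and 91.3% and the ratio between 1.535 and 1.711, the lowest of both without 10 µM replicate 1.

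The adjusted p of set test: laminins was 0.485 with an estimated correlation, 0.138 at 5 µM alone, 0.0517 with DESeq2-type factors, 0.0772 with the filter of 1 CPM and 0.0557 without ribosomal RNA, and lay between 8.00e-05 and 0.0662 with each library left out in turn. That of set test: matrix metallopeptidases was 0.00279 under fry. For set test: pro-apoptotic BCL2 family it was 0.0143 under fry, 0.0342 at 10 µM alone, 0.0294 with no filter, 0.0150 with the trend removed and 0.275 with an estimated correlation, and between 0.0411 and 0.0662 with each library left out. For set test: ERK output genes (0.1005) it was 0.00203 under fry and 0.0494 at 10 µM alone. For set test: SWI/SNF subunit genes it was 0.00114 under fry, 0.0426 at 10 µM alone and 0.0333 with no filter, and between 0.0459 and 0.0779 with each library left out. The other 8 sets kept their side of the threshold in every alternative tried.

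The deposited replicate numbers are shared between groups, but deviations of same-numbered libraries had correlations of -0.0493 to 0.0322, so they do not pair the libraries. With the replicate block, the adjusted p of set test: pro-apoptotic BCL2 family was 0.0327, and CTSS at 5 µM lost its call.

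Of the values of single named genes, 1853 of 1893 pooled, 1820 of 1896 at 5 µM and 1866 of 1896 at 10 µM kept direction and call. Reversed in direction were added list: ATF4 target genes at 5 µM alone (adjusted p = 0.4146), CASP8 log2 fold change, pooled with the trend removed (-0.014), CASP8 log2 fold change, 10 uM with DESeq2-type factors (0.001), upper-quartile factors (0.033), the filter of 1 CPM (0.013) and DESeq2 (0.0), with a range of -0.045 to 0.007 over libraries left out, and TBC1D3H log2 fold change, 5 uM, with a range of 0.0 (without 5 µM replicate 2) to 6.417. The cause was not tested. In the pooled comparison without 10 µM replicate 1 the calls of DDR2, CD44, TNXB, LTBP3, LAMC1 and BAK1 were lost. At the depth of these libraries, genes under the filter were not tested outside the alternative without it.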

Differences from the paper's values

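Chosen only after its values were seen was MMP2, which lies outside the rule for named genes. The removal of a trend with transcript length and GC content was also chosen after the data were seen.

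The paper gives 932 upregulated and 1063 downregulated genes, and the pooled comparison called 1044 and 1113, within 1.5 times of the paper's counts. Of the alternatives set before the data were examined, the test against a fold of 1.5 (96 up and 79 down) lies farther from the paper's counts than that. It used an adjusted p, where the pooled comparison used an unadjusted p. Of the 1994 lines read of the paper's table, 1946 genes were tested here, all 1946 in the same direction, and 1859 were called here. The median absolute difference in log2 fold change was 0.0113. The paper's table holds 1721 genes with an adjusted p under 0.05, and its largest adjusted p is 0.145 at an unadjusted p of at most 0.0497.

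Among named genes with more than 3 counts over the DMSO libraries, those whose log2 fold change under an alternative set before the data were examined differed from the paper's by more than the standard error were RRAD (the paper's 4.00, here 4.75 without DMSO replicate 1), KRT6A (the paper's 3.64, here 4.19 without DMSO replicate 3) and ZP4 (the paper's -3.09, here -4.14 under limma-voom). With the trend with transcript length and GC content removed, an alternative added later, HILPDA, HIST1H2BK, ACTA2, COL1A1, CCNA1 and TNXB differed by more than it too. CCL3, PRR9, PRAMEF7, TBC1D3H and TRIM43 had 0 to 2 counts over the DMSO libraries, so their fitted changes depend on the prior count and are no bound. Of these, PRAMEF7 differed under limma-voom (the paper's 6.60, here 4.85). Where every DMSO library used was at 0, a bound against a floor of 3 counts over the DMSO group was compared, and none was over 1.5 times the paper's fold.

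The paper's text lists DDR1 among the ECM genes that fell, while Figure 5C and Figure S3 show DDR2. DDR1 fell by 0.48 on the log2 scale in the pooled comparison and was not called there, and it was called at 10 µM alone (-0.80). It is not in the paper's table. MMP11 is in the paper's table and in Figure S3 and was not called here in the pooled comparison (log2 fold change -0.85 at an unadjusted p of 0.0575 from edgeR's quasi-likelihood test). It was called at 10 µM alone (-1.60), and in the pooled comparison with no filter, by DESeq2, by limma-voom, by the edgeR likelihood ratio test and without any of the 5 µM replicates 1, 2 or 3. PRAMEF2 was called here (4.02) and is not in the lines read of the paper's table. The text names metalloproteins among the genes that fell, and of 19 matrix metallopeptidases tested 8 were lower and 11 higher, with MMP9 (-2.33) and MMP2 (-0.95) called lower and MMP1 (1.86) and MMP10 (2.36) called higher, and the set test pointed down (adjusted p = 0.00279 from fry and 0.492 from camera). The paper's text describes effects that grow with the dose, and SPP1 fell more at 5 µM (-1.12) than at 10 µM (-0.44). The column of Figure S3 headed as a Pearson correlation holds values that are p-values by their range.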

Other observations

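Chosen only after the result was seen were the tests of 10 µM replicate 1 on length and GC content, on depth and on its position over genes called at 10 µM, and the test of the larger changes at 10 µM without that library. The lists of S-phase, HIF target, ATF4 target and immediate early genes were written after the data were seen.

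The count of genes changed in the pooled comparison was reached by 2 of 84 splits of the libraries, so chance can be excluded, and the other such split sets the 3 libraries at 10 µM against the rest. The count of ECM genes in the top 100 was reached by 1 of 84, but the list includes Figure S3 genes that the study chose from these libraries. The 4 families alone held 7 genes in the real split. In any other split even the full list held at most 5. The top 100 was drawn only from genes called down, and other splits called as few as 8 of them. Setting the 3 libraries at 10 µM apart called 950, but there genes that rose at 10 µM counted as falls. The splits therefore cannot decide on chance for these families. The number of sets with an adjusted p under 0.05 was reached by 34 of 84. Of the other 33, 13 keep 2 DMSO libraries together and 13 keep 2 or 3 libraries at 10 µM together, and these carry part of the effect of treatment, and this number cannot exclude chance. For single sets, the splits argue against chance for integrins (1 of 84) and the p53 target genes (1 of 84). The paper had already named that family and that pathway from these libraries, so these results are not independent of it. The splits alone cannot exclude chance for collagens (5 of 84) or laminins (40 of 84). The Figure S3 genes also gave 1 of 84. Because the study chose them from these libraries, their splits cannot exclude chance. The counts at 5 µM, at 10 µM and between the doses and the share of larger changes at 10 µM were each reached by 1 of 10 splits, the fewest that 10 splits can give, so chance cannot be excluded by splits.

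The larger changes at 10 µM are argued not to come from noise drawn independently for each gene around equal effects, which gave a share of at most 51.1%, from 10 µM replicate 1 alone (85.79% without it) or from a trend with transcript length and GC content (89.0% with it removed). The 9 other splits of the TP-472 libraries gave shares of 63.7% to 78.6%, counted for whichever of the 2 new groups had more of the larger changes. Each of them keeps 2 libraries of each dose together, so they carry part of the effect of dose, but deviations that many genes of a library share were not simulated, and the 51.1% does not exclude them. A dependence on dose is the biological explanation the design gives, and it was found in the same libraries.

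10 µM replicate 1 stood apart from the other 10 µM libraries. Length and GC content accounted for 26.55% of the variance of its deviation, so a bias with length and GC may be part of the cause. It is not the whole cause, since after its removal the highest correlation with another 10 µM library was 0.9534, against 0.972 between replicates 2 and 3. Its depth of 47.65 (total counts in units of 1e6) lay within the range of the other libraries. A mislabelled DMSO or 5 µM library is argued against by its position of 1.311 along the change from DMSO to 5 µM, on which the 5 µM libraries reach at most 1.001. For genes called at 5 µM, a stronger response to the same dose is argued against by that position, beside 1.308 and 1.356 for replicates 2 and 3. Across all tested genes, its deviation had a Spearman correlation of 0.0367 with the change at 5 µM. Most of these genes were not called at 5 µM, so this value does not decide the question. Along the change from DMSO to 10 µM, over genes called at 10 µM, it lay at 1.066 against 0.891 and 0.912. That axis was defined with this library in it, so a stronger response among these genes cannot be told apart from the library's own deviation.

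The fall of ECM genes stayed with the length and GC trend removed (largest adjusted p of the 4 sets 0.0248) and without 10 µM replicate 1 (8.00e-05). HIF target genes outside the ECM lists fell in 20 of 20 genes and 6 of 6 TP-472 libraries, with a median log2 fold change of -0.70 (adjusted p = 3.39e-23, and 0.000775 with an estimated correlation), so lower HIF activity may account for part of the fall of ECM genes. That fall of HIF target genes stayed with the trend removed (9.45e-23) and without 10 µM replicate 1 (1.28e-28). Why it fell was not tested.

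MINOS1-NBL1 and TBC1D3H have very large fold changes in the paper's table. The log2 fold change of the sum over the overlapping genes at the locus of MINOS1-NBL1 was -0.0232, and that of the sum over the TBC1D3 family -0.0744, so these changes may come from reads moved between overlapping genes and between paralogs. TBC1D3H was listed at 0 in all 3 DMSO libraries.

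Responses to other stimuli were compared. Of HEXIM1, SERPINI1 and MYC, 1 of 3 genes (SERPINI1) moved at both doses as BET bromodomain inhibition would predict, which argues against such a response. Immediate early genes rose in 16 of 18 genes and 6 of 6 TP-472 libraries, with a median of 0.82 (adjusted p = 2.40e-15, and 0.00458 with an estimated correlation), so an immediate early response may be part of the change. ATF4 target genes had 12 of 20 genes higher at a median of 0.10 (adjusted p = 0.0123). At 10 µM alone the set rose, at a median of 0.29 (adjusted p = 1.03e-05), with CHAC1 (3.17), DDIT3 (2.98) and PPP1R15A (1.76) at the largest log2 fold changes, genes chosen after their values were seen. At 5 µM alone there was no call (adjusted p = 0.415). For the mean of both doses an integrated stress response cannot be told apart from none, because the adjusted p was 0.000224 (up) under fry but 0.0756 with an estimated correlation and 0.0569 without 10 µM replicate 1. At 10 µM such a response stays open.

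Genes of the ERK output list had a median of -0.21 (adjusted p = 0.1005) with 7 of 10 lower, and SWI/SNF subunit genes one of -0.15 (adjusted p = 0.0648) with 19 of 24 lower. The pooled log2 fold change was -0.13 (standard error 0.09, adjusted p = 0.307) for BRD7, of whose exonic length 42.4% overlaps other genes, 0.21 (standard error 0.10, adjusted p = 0.176) for BRD9, 0.04 (standard error 0.08, adjusted p = 0.806) for CASP8 and 0.19 (standard error 0.12, adjusted p = 0.293) for CASP9, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.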
